# Noncanonical CDK4 signaling rescues diabetes in a mouse model by promoting **β** cell differentiation

**DOI:** 10.1172/JCI166490

**Published:** 2023-09-15

**Authors:** Rachel E. Stamateris, Huguet V. Landa-Galvan, Rohit B. Sharma, Christine Darko, David Redmond, Sushil G. Rane, Laura C. Alonso

**Keywords:** Endocrinology, Metabolism, Beta cells, Cell cycle, Insulin

## Abstract

Expanding β cell mass is a critical goal in the fight against diabetes. CDK4, an extensively characterized cell cycle activator, is required to establish and maintain β cell number. β cell failure in the IRS2-deletion mouse type 2 diabetes model is, in part, due to loss of CDK4 regulator cyclin D2. We set out to determine whether replacement of endogenous CDK4 with the inhibitor-resistant mutant CDK4-R24C rescued the loss of β cell mass in IRS2-deficient mice. Surprisingly, not only β cell mass but also β cell dedifferentiation was effectively rescued, despite no improvement in whole body insulin sensitivity. Ex vivo studies in primary islet cells revealed a mechanism in which CDK4 intervened downstream in the insulin signaling pathway to prevent FOXO1-mediated transcriptional repression of critical β cell transcription factor *Pdx1*. FOXO1 inhibition was not related to E2F1 activity, to FOXO1 phosphorylation, or even to FOXO1 subcellular localization, but rather was related to deacetylation and reduced FOXO1 abundance. Taken together, these results demonstrate a differentiation-promoting activity of the classical cell cycle activator CDK4 and support the concept that β cell mass can be expanded without compromising function.

## Introduction

An increase in endogenous pancreatic β cell mass and function would address the harms caused by diabetes in people with insulin deficiency. Nutritional exposures such as hyperglycemia (1), high-fat diet (2, 3), and other nutrient excess paradigms (4) promote β cell proliferation via mitogenic inputs that converge on downstream signaling to traverse the G1/S transition of the cell cycle (3, 5, 6). On the other hand, insulin secretory capacity can be lost through β cell death (7) and dedifferentiation (8, 9); some data suggest the reduction of β cell mass in human type 2 diabetes (T2D) may have been overestimated (10). Nonetheless, a critical barrier in the β cell regeneration field is that strategies that increase replication may also lead to dedifferentiation (8, 9, 11).

Whole-body deletion of insulin receptor substrate–2 (IRS-2) in mice causes a T2D-like syndrome due to reduced β cell function and mass in the face of marked insulin resistance (12, 13). Distal insulin signaling pathway member forkhead box protein O1 (FOXO1) causes dedifferentiation in this model via suppression of key β cell factor *Pdx1* (9, 14). *Irs2^–/–^* β cells also have an impaired proliferative response to glucose due to reduced induction of cyclin D2, and restoring cyclin D2 abundance rescues proliferation to normal levels (15). Cyclin D2, a driver of postnatal β cell expansion and β cell compensation for insulin resistance (1, 16–20), binds to and activates cyclin-dependent kinase (CDK) family members CDK4 and 6 to hyperphosphorylate the retinoblastoma (Rb) protein and derepress E2F transcription factors. CDK4 is critical for murine β cells; deletion of CDK4 leads to a dramatic reduction in β cell mass (21, 22). We postulated that if loss of cyclin D2/CDK4 activity in β cells is a primary cause of diabetes in IRS2-null mice, then activating CDK4 in vivo (22) might counteract the diabetogenic phenotype in these mice. Specifically, we hypothesized that the *Cdk4-R24C* nucleotide substitution, which renders CDK4 uninhibitable by INK-family cell cycle inhibitors (23, 24), would rescue lost β cell proliferation and mass in mice lacking IRS2.

Here, we report that replacing both alleles of *Cdk4* with *Cdk4-R24C* rescued glucose intolerance in IRS2-null mice without improving insulin sensitivity. β cell mass and proliferation defects were rescued, as predicted. Surprisingly, *Cdk4-R24C* also corrected β cell dedifferentiation, with full restoration of PDX1 and FOXO1 localization and cellular morphology. Intriguingly, CDK4 relieved FOXO1-mediated *Pdx1* repression, but the effect did not correlate with subcellular localization of FOXO1, nor did it require phosphorylation of FOXO1. Rather, the data were consistent with a model in which CDK4/cyclin D2 modulated histone deacetylase (HDAC) or histone acetyltransferase (HAT) activity to suppress negative effects of FOXO1 in the setting of IRS2 deficiency. Taken together, this work highlights a role for CDK4 in the β cell outside of cell cycle regulation, supporting the mature β cell phenotype by derepressing *Pdx1* expression via the insulin signaling mediator FOXO1.

## Results

### Homozygous replacement of WT Cdk4 with Cdk4-R24C rescued diabetes in Irs2^–/–^ male mice.

To test whether activating CDK4 rescued lost β cell mass in IRS2-null mice, we mated mice doubly heterozygous in all tissues (Figure 1A) for a loss-of-function allele of *Irs2* (12) and a gain-of-function allele of *Cdk4*, *Cdk4-R24C*. *Cdk4-R24C* contains an engineered point mutation at the endogenous *Cdk4* locus rendering CDK4 resistant to inhibition by INK-family inhibitors (22). Progeny of matings in which both dam and sire were *Irs2^+/–^; Cdk4-WT/R24C* included the 6 genotypes of interest: *Irs2* WT (*^+/+^*) or KO (*^–/–^*) that were WT (*WT/WT*), heterozygous (*WT/R24C*), or homozygous (*R24C/R24C*) for *Cdk4-R24C* at the *Cdk4* locus. We did not study mice heterozygous for *Irs2* deletion, given their normal glucose homeostasis in our colony (15). Both males and females were analyzed.

As expected (12, 13), male *Irs2^–/–^; Cdk4-WT/WT* mice had elevated nonfasting blood glucose (Figure 1B) and were markedly glucose intolerant (Figure 1, C and D). Female *Irs2^–/–^* mice, as previously reported, had only a slight, nonsignificant elevation in fasting blood glucose and glucose tolerance even when studied at a slightly older age or after 4 weeks of high-fat feeding (Supplemental Figure 1, A–G; supplemental material available online with this article; https://doi.org/10.1172/JCI166490DS1). Remarkably, homozygous replacement of *Cdk4-WT* with *Cdk4-R24C* in *Irs2*^–/–^ males completely restored random nonfasting and postchallenge glucose curves to levels equivalent to nondiabetic controls (Figure 1, B–D). *Cdk4* heterozygous (*WT/R24C*) replacement did not lead to discernible improvement in glucose tolerance in *Irs2*^–/–^ mice (Figure 1, B–D). Thus, whole-body homozygous, but not heterozygous, replacement of *Cdk4-WT* with *Cdk4-R24C* provided effective protection against diabetes in male mice lacking IRS2.

### Cdk4-R24C rescue of Irs2^–/–^ diabetes was not due to improved insulin sensitivity.

In addition to islet growth benefits (21, 22, 25), CDK4 was reported to enhance insulin sensitivity in insulin responsive tissues such as adipose and liver (26, 27). We hypothesized that restoration of glucose metabolism in *Irs2^–/–^* male mice was due to improved insulin sensitivity, increased insulin secretory capacity, or both. *Irs2^–/–^;CdK4-R24C/R24C* males were heavier than littermate controls, with increased percentage fat mass and reduced lean mass (Figure 1, E–G). This effect was not observed in high fat–fed females (Supplemental Figure 1, H–J). Plasma insulin measurements confirmed hyperinsulinemia in *Irs2^–/–^;Cdk4-R24C/R24C* males (Figure 1H), suggesting rescue of insulin secretory capacity in the context of at least some residual insulin resistance. Insulin tolerance tests were difficult to interpret due to different baseline glucose levels (Figure 1I); expressing the data as percentage baseline glucose did not help clarify whether insulin resistance was rescued (data not shown). Hyperinsulinemic euglycemic clamp revealed that the glucose infusion rate, low in *Irs2^–/–^* mice, was not rescued by homozygous *R24C* alleles, suggesting that impaired insulin sensitivity in IRS2-null mice was not improved by *Cdk4-R24C* (Figure 1J). The increased fat mass in *Irs2^–/–^;Cdk4-R24C/R24C* mice (Figure 1G) could be consistent with enhanced insulin-responsive lipogenesis in adipocytes, but, if present, this was insufficient to rescue whole-body insulin resistance. Taken together, these data suggest that the rescue of diabetes in IRS2-null mice by *Cdk4-R24C* was due to correction of insulin deficiency rather than insulin responsiveness.

### Cdk4-R24C restored β cell mass and increased β cell proliferation in Irs2^–/–^ male mice.

Since homozygous *Cdk4-R24C* alleles rescued glucose intolerance in male mice by correcting insulin deficiency, we predicted that β cell function, mass, or both were restored in *Irs2^–/–^;Cdk4-R24C/R24C* mice. As expected, pancreas sections showed that islets in male *Irs2^–/–^;Cdk4-WT/WT* mice had less immunoreactivity for insulin than controls. In contrast, male *Irs2^–/–^;Cdk4-R24C/R24C* mice had fully rescued islet morphology and insulin staining (Figure 2A). Pancreas weight was similar among genotypes (Figure 2B), but β cell mass estimated using a ratiometric approach showed a complete rescue of percentage insulin-stained area and β cell mass in *Cdk4-R24C* homozygous, but not heterozygous, male mice (Figure 2, C and D). Since CDK4 is a positive regulator of the cell cycle, we hypothesized that the expanded β cell mass in *Cdk4*-*R24C* homozygous mice was due to increased β cell proliferation. In pancreas sections from male mice, the percentage β cells with nuclear BrdU (Figure 2, E and F) or pHH3 (Figure 2, G and H) labeling was increased in *Cdk4-R24C* homozygous mice over diabetic controls. BrdU incorporation was only significantly increased by *Cdk4-R24C* in the *Irs2^–/–^* context, suggesting the proliferation was amplified by insulin resistance. Analysis of pancreas sections also showed a nonsignificant reduction in β cell apoptosis in *Irs2^–/–^;Cdk4-R24C/R24C* male mice compared with controls (Supplemental Figure 2). Thus, expanded β cell mass due to increased proliferation, and possibly reduced cell death, likely contributed to the diabetes rescue.

We considered the possibility that the *Cdk4-R24C* variant might have altered RNA or protein kinetics that resulted in overexpression of the *Cdk4-R24C* variant relative to the WT *Cdk4* isoform. To test this possibility we expressed these variants in mouse islet cells using equal multiplicity of infection (MOI) of adenovirus. Both variants produced similar amounts of protein by immunoblot (Supplemental Figure 3).

### Cdk4-R24C restored islet morphological defects in IRS2-null male mice.

Although proliferation was statistically increased in male *Irs2^–/–^;Cdk4-R24C/R24C* mice compared with *Irs2^–/–^* controls, the overall frequency of proliferation remained low and seemed insufficient to explain the marked improvement in islet morphology and insulin content. To better assess islet architecture, we performed immunofluorescence for insulin and glucagon (Figure 3A). *Irs2^–/–^;Cdk4-WT/WT* islets from male mice stained poorly for insulin, with reduced staining intensity in general and marked heterogeneity among β cells compared with controls. Islet architecture was also disrupted in male *Irs2^–/–^* islets, with α cells no longer restricted to the periphery but instead intermixed with β cells (Figure 3A). Many of the insulin-low cells were also negative for glucagon, suggesting impaired β cell insulin production rather than cell loss with resulting islet collapse, consistent with the previously demonstrated β cell dedifferentiation reported in this model (14, 28). Remarkably, the quality and intensity of insulin staining, and the islet architecture, were completely restored to normal levels in male mice bearing homozygous *Cdk4-R24C* alleles (Figure 3A).

### Gene signature analysis suggested rescue of β cell function.

To dissect the mechanism by which *R24C-R24C* rescued Irs2^–/–^ islet function, we used RNA-Seq to assess gene expression level changes. Whole islets were isolated from adult male mice of control (*Irs2^+/+^*;*Cdk4*-*WT/WT)*, diabetic *(Irs2*^–/–^;*Cdk4*-*WT/WT)*, and rescue (*Irs2*^–/–^;*Cdk4*-*R24C/R24C)* genotypes (Figure 3B) and sent for library generation and sequencing. 

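Islet RNA of 3 genotypes was compared, with 3 Control libraries (*Irs2*+/+;*Cdk4*-WT/WT, replicates 1, 3 and 4), 3 Diabetic libraries (*Irs2*–/–;*Cdk4*-WT/WT, replicates 1, 2 and 3) and 2 Rescue libraries (*Irs2*–/–;*Cdk4*-R24C/R24C, replicates 1 and 2). Whole islets hold mostly β cells together with α, δ and PP cells, vessels and resident immune cells, so each value averages over all of them. *Irs2* encodes the adaptor of the insulin and IGF1 receptors that the Diabetic and Rescue mice lack, and lies on chromosome 8 (ENSMUSG00000038894, 10984681 to 11008458 of GRCm38, 2 exons). Its gene-level value was 5.14, 11.0 and 6.74 RPKM in Control replicates 1, 3 and 4, 36.3, 31.6 and 22.0 in the libraries labelled Diabetic and 7.15 and 16.3 in the libraries labelled Rescue. The mean ± SD was 7.61 ± 3.00 RPKM in Control, 29.9 ± 7.28 in Diabetic and 11.7 ± 6.47 in Rescue. On the log2 scale Diabetic minus Control was 1.87 (SE 0.34, adjusted p = 0.0271, limma) and Rescue minus Diabetic was −1.35 (SE 0.38, adjusted p = 0.0297, limma). The adjusted p of the Control comparison passed 0.05 without Control 1 (0.0882), Control 3 (0.0687), Control 4 (0.0811), Diabetic 1 (0.0669) or Diabetic 2 (0.135), and that of the Rescue comparison without Diabetic 1 (0.0561), Diabetic 2 (0.0869) or Rescue 1 (0.223). A gene-level value counts reads from any part of the transcript and does not tell whether they cover the deleted part, so *Irs2* by itself does not check the labels, and the groups are named by their labels throughout. *Cdk4*, whose R24C form resists the INK4 inhibitors and which lies on chromosome 10 (ENSMUSG00000006728, 127063534 to 127067920), was 33.9 ± 9.16 RPKM in Control, 21.0 ± 4.28 in Diabetic and 36.2 ± 7.52 in Rescue. The limma adjusted p of *Cdk4* was 0.145 for Diabetic minus Control and 0.0558 for Rescue minus Diabetic (0.0342 without Control 4 and 0.0329 without Diabetic 1), and the values do not show which *Cdk4* allele was read.

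The deposited values are RPKM (reads per kilobase of transcript, scaled to library depth), 1 per gene and library for 24123 genes, made by the authors with STAR on mm10 and HTSeq. The values of all 18126 genes above 0 in at least 1 library could be written as whole multiples of a step, within 0.001 reads (by construction for a gene above 0 in only 1 library). These steps give 14.316, 12.294 and 13.444 M reads in genes for Control replicates 1, 3 and 4, 13.366, 10.290 and 12.341 M for Diabetic replicates 1, 2 and 3, and 11.028 and 11.629 M for Rescue replicates 1 and 2. Genes with at least 1 RPKM in at least 2 of the 8 libraries (12594 genes) were compared on log2(RPKM + 1) with limma, all 8 libraries in 1 model. A gene is called here when its Benjamini-Hochberg adjusted p is under 0.05. Each fold change is on this scale, where the added 1 pulls genes of low level toward 0.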

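Both Rescue libraries held more lymphocyte RNA than the other 6 libraries. Over 7 genes of T and B cells (*Cd3e*, *Cd79b* and others) the mean log2 value, centred per gene, was 2.66 and 2.47 in Rescue replicates 1 and 2, 0.73, −0.09 and −1.65 in Diabetic replicates 1, 2 and 3 and −1.69, −0.76 and −1.67 in Control replicates 1, 3 and 4. *Gast*, the stomach hormone gastrin, which adult β cells hardly make, was 159, 120 and 22.5 RPKM in the Diabetic libraries, at most 1.22 in Control and at most 5.39 in Rescue. *Csn3*, a milk casein gene with the same pattern, was 50.3, 40.7 and 6.23 RPKM in Diabetic and under 1 RPKM in each of the other 5 libraries.

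On the first principal component of all 12594 genes (57.2% of the variance) the Rescue libraries lay at 73.9 and 59.9, and Diabetic 1 was nearest to them at 4.31. Diabetic 2, Diabetic 3 and the Control libraries lay between −38.1 and −18.0. PC2 (19.4%) set the Control libraries (−33.2, −30.5 and −8.60) apart from the Diabetic libraries (16.7, 41.3 and 19.0), with Rescue between them at −4.82 and 0.044. Genotype accounted for 91.4% of the variance on PC1 and 83.4% on PC2. Over all genes, 70.1% of the squared distance between libraries lay between genotypes (pseudo-F 5.86, exact p = 0.00357, the smallest that the 280 distinct assignments of 8 libraries can give). Leaving out 1 library in turn, the exact p stayed between 0.00952 and 0.0190. The share on PC2 was 29.5% without Rescue 1 and 12.9% without Diabetic 2.

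**Figure D1:**
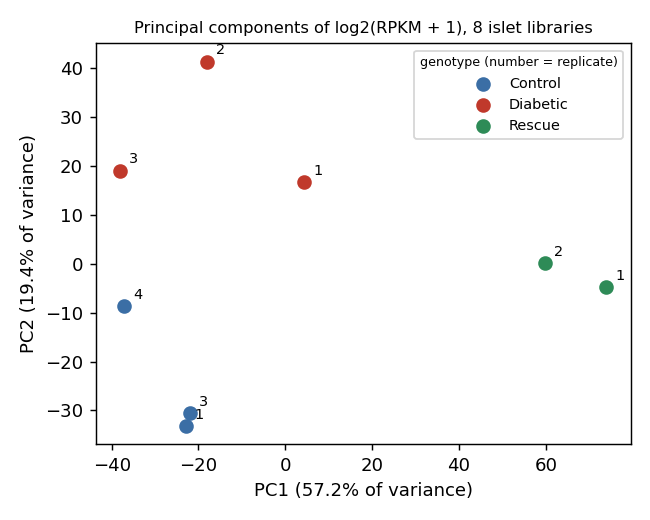
Positions of the 8 libraries on the first principal components of log2(RPKM + 1) over 12594 genes. Each point is 1 library, numbered by its replicate.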

The samples cleanly partitioned based on principal component analysis (Figure 3C). 

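Among the genes with the largest positive loadings on PC1 were genes of plasma cells, B cells and lymphoid tissue. They were *Jchain*, which joins antibody subunits, *Glycam1* of lymphoid venules, *Mzb1* of antibody-secreting cells and the B cell chemokine *Cxcl13*. Complement *C3* and the macrophage lysozyme *Lyz2* also ranked among the largest. *Jchain* was 257 and 152 RPKM in Rescue replicates 1 and 2, 70.7 and 15.3 in Diabetic replicates 1 and 2, 0 in Diabetic 3 and at most 1.21 in Control. At the other end of PC1 were the PP cell hormone *Ppy*, the δ cell hormone *Sst*, the sulfotransferase *Sult1d1* and the GLP-1 receptor *Glp1r*. PC2 rose with *Gast*, *Csn3*, the granule peptide *Vgf*, *Aldh1a3* and the amino acid transporter *Slc38a5*, and fell with *Rgs11*, the cytochrome oxidase subunit *Cox6a2* and the RNA genes *Firre* and *Meg3*.

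RNA processing genes were tested as lists against 10000 random gene lists matched for expression level. The 40 splicing genes of Supplemental Table 2 (cluster A), chosen by the study on these samples, and 20 nuclear-retained RNAs, chosen here partly from that table, had mean loadings above every random list on PC1 (percentile 100) and below every random list on PC2 (percentile 0). The 80 cytosolic ribosomal protein genes were above every random list on both components. *Clk1*, a kinase of splicing factors whose transcripts are partly kept in the nucleus, was 17.1, 16.6 and 2.06 RPKM in Control replicates 1, 3 and 4, 16.4, 1.79 and 1.84 in Diabetic replicates 1, 2 and 3, and 20.8 and 20.5 in Rescue. Between these libraries *Clk1* thus differed within Control and within Diabetic by more than between the genotype means. The percentiles rank genes in the same 8 libraries that define the components, and they are no test over replicates.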

Intriguingly, the major GO terms determining sample partitioning in principal components 1 and 2 involved RNA processing and peptide translation (Supplemental Figure 4A). 

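*Chil6*, a chitinase-like secreted protein, was 0.732 ± 0.156 RPKM in Control and 9.07 ± 1.44 in Diabetic (n = 3 each), and 1.14 ± 0.142 in Rescue (n = 2). It rose by 2.53 on the log2 scale in Diabetic (SE 0.16, adjusted p = 0.00122, limma). *Slc38a5*, a glutamine transporter of α cells, went from 4.30 ± 0.0629 RPKM in Control to 30.7 ± 4.75 in Diabetic (log2 2.57, SE 0.17, adjusted p = 0.00122, limma) and 9.20 ± 2.38 in Rescue. The δ cell hormone *Sst* fell by 2.15 on the log2 scale in Diabetic against Control (SE 0.23, adjusted p = 0.00733, limma), a call that was absent without Diabetic 2 (adjusted p = 0.0526). In Rescue, *Dpt*, an extracellular matrix protein of fibroblasts, was 30.1 ± 5.26 RPKM against 1.04 ± 0.477 in Diabetic, a log2 difference of 3.95 (SE 0.24, adjusted p = 0.000665, limma). *Tcf7*, a transcription factor of T cells, was 41.1 ± 2.70 RPKM in Rescue against 1.57 ± 1.44 in Diabetic (log2 4.23, SE 0.48, adjusted p = 0.00139, limma).

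With limma, 193 genes were called higher and 307 lower in Diabetic than in Control, and 3022 higher and 730 lower in Rescue than in Diabetic. In Rescue against Control, which the paper does not count, 2268 genes were higher and 690 lower. At an unadjusted p under 0.05 the counts were 997 and 1942, 4207 and 1273, and 3014 and 1577. The groups did not overlap in 31.7% of all genes for Diabetic against Control, where chance gives 10%, and in 55.0% and 52.0% for Rescue against Diabetic and against Control, where chance gives 20%. The Diabetic against Control counts (higher and lower) depended on single libraries: 35 and 48 without Control 1, 14 and 8 without Control 3, 26 and 32 without Control 4, 65 and 136 without Diabetic 1, 10 and 8 without Diabetic 2, 656 and 375 without Diabetic 3, 311 and 481 without Rescue 1 and 308 and 470 without Rescue 2. Comparing Rescue with Diabetic, they were 2453 and 486 without Control 3, 1847 and 267 without Diabetic 2, 753 and 104 without Rescue 1 and 2023 and 1457 without Rescue 2. Against Control, Rescue had 1907 and 395 without Control 1, 1799 and 271 without Control 3, 1842 and 322 without Control 4, 2035 and 441 without Diabetic 2, 983 and 105 without Rescue 1 and 1712 and 1665 without Rescue 2.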

Differential expression analysis revealed a number of differences between diabetic islets and controls (566 genes up, 327 genes down) and between rescue islets and diabetic islets (1,064 up, 1,115 down) (Supplemental Figure 4, B–D). 

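*Vgf*, a peptide of secretory granules (chromosome 5, 137026392 to 137033351 of GRCm38), was 7.67 ± 1.87 RPKM in Control, 162 ± 84.3 in Diabetic and 8.17 ± 0.938 in Rescue. Its log2 difference was 4.07 in Diabetic against Control (SE 0.42, adjusted p = 0.00651, limma) and −3.97 in Rescue against Diabetic (SE 0.47, adjusted p = 0.00146, limma), and both calls were made without each library in turn. *Nucb2*, the precursor of nesfatin, went from 122 ± 30.1 RPKM in Control to 489 ± 105 in Diabetic and 121 ± 9.53 in Rescue. In the opposite direction, *Trpm5*, a cation channel that adds to glucose-stimulated insulin secretion, was 19.4 ± 8.57 RPKM in Control, 3.57 ± 2.48 in Diabetic and 13.5 ± 1.02 in Rescue. *Cox6a2*, a cytochrome oxidase subunit of β and muscle cells, was 71.3 ± 24.1, 5.07 ± 4.16 and 41.7 ± 27.3 RPKM.

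Of the 193 genes higher in Diabetic than in Control, 123 (63.7%) were called lower in Rescue than in Diabetic and 17 higher. Of the 307 lower genes, 99 (32.2%) were called higher in Rescue and 3 lower. Independent lists of these sizes would share 11.2 and 73.7 genes in the opposite direction, and 46.3 and 17.8 in the same direction. Among the genes higher in Diabetic the median log2 difference was 1.13 in Diabetic against Control, −0.89 in Rescue against Diabetic and 0.31 in Rescue against Control. Among the lower genes the medians were −0.93, 0.42 and −0.56.

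Both comparisons hold the same 3 Diabetic libraries, so noise in these alone makes genes look reversed. In 100 sets of libraries drawn with no effect the median number of reversed genes was 0 and the highest 744, against 222 here. When 1 Diabetic library was kept out of the Control comparison and used alone against Rescue, the genes called higher were lower in Rescue in 58 of 65 (Diabetic 1 kept out), 10 of 10 (Diabetic 2) and 252 of 656 (Diabetic 3), and the genes called lower were higher in Rescue in 104 of 135, 7 of 8 and 244 of 375. Of all genes 57.3%, 70.2% and 70.0% were higher in Rescue than in the library kept out, so with Diabetic 3 kept out the 65.1% of the lower genes lay under the share of all genes, and the higher genes had a median of 0.55 in Rescue against Diabetic 3. Over all genes the log2 differences of both comparisons had a correlation of −0.09, against a median of −0.49 (−0.94 to 0.68) in 1000 draws with no effect. Without a library the 222 genes became 42 (Control 1), 14 (Control 3), 32 (Control 4), 109 (Diabetic 1), 10 (Diabetic 2), 359 (Diabetic 3) and 116 (Rescue 1).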

K-means clustering identified genes for which expression was reduced in diabetic islets and regained in rescue, or expression was increased in diabetic islets and restored to normal levels in rescue. 

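K-means on the 2000 most variable genes (10 clusters, values centred per gene) put *Aldh1a3*, gastrin, cholecystokinin (*Cck*), the ER chaperones *Creld2* and *Sdf2l1*, the glycosylation enzymes *Mogs* and *Prkcsh* and the granule genes *Chgb*, *Scg3*, *Pam* and *Ptprn* into 1 cluster of 155 genes with the higher level in Diabetic. Its mean centred log2 value was −0.69 in Control, 0.92 in Diabetic and −0.34 in Rescue, and 1.39, 1.08 and 0.29 in Diabetic replicates 1, 2 and 3. The β cell genes *Nkx6-1*, *Ucn3*, *Mafa*, *Slc2a2*, *Fkbp1b*, *Hadh* and *Baiap3* and the clock genes *Nr1d1*, *Dbp* and *Tef* fell into 1 cluster of 140 genes at 0.77 in Control, −0.63 in Diabetic and −0.21 in Rescue. This cluster held all 7 genes of the paper's insulin secretion list that were among the 2000, and its gap between Diabetic and Rescue was under the 0.5 set for a pattern.

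By that rule 372 genes in 2 clusters were lower in Diabetic than in both other genotypes. Among their members are 19 nuclear-retained RNAs (*Clk4*, *Malat1* and *Neat1* among them) and 24 splicing genes of the study's list, in part the same genes, besides the immediate early genes *Egr1*, *Fos*, *Fosb* and *Jun*, 3 hemoglobin genes and many genes of none of the lists. Levels differed within genotypes: the smaller cluster of 75 genes stood at 0.97, 0.80 and −1.50 in Control replicates 1, 3 and 4 and at 0.93, −1.60 and −1.54 in Diabetic replicates 1, 2 and 3. Another 4 clusters of 510, 386, 213 and 49 genes, with *Ltb*, *Cd53*, *Ms4a1* and *Coro1a* of lymphocytes and other blood cells, were higher in Rescue at 1.05, 1.53, 2.21 and 2.96. The remaining clusters of 138 and 37 genes held *Glp1r*, *Pcsk1* and *Pcsk2* (lower in Rescue) and acinar enzymes. From other starting seeds the genes lower in Diabetic numbered 321 to 370 and those higher 152 to 161, with an adjusted Rand index against these clusters of 0.645 at the lowest. K-means always returns the requested number of clusters and gives no p-value.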

Three clusters (E, G, H) matched these patterns (Figure 3D and Supplemental Table 1). GO term mapping of genes increased in diabetic islets and corrected in rescue islets (clusters G–H) included protein glycosylation and response to ER stress. 

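*Rpn2*, a subunit of the enzyme that attaches N-linked sugars to new proteins (chromosome 2, 157279017 to 157326319 of GRCm38), was 134 ± 16.0 RPKM in Control, 267 ± 35.5 in Diabetic (n = 3 each) and 117 ± 20.7 in Rescue (n = 2). *Mogs*, the glucosidase that trims these sugars (chromosome 6, 83115496 to 83118898), was 19.0 ± 1.76, 48.6 ± 13.3 and 24.3 ± 5.86 RPKM. Among ER stress genes, *Sdf2l1* (chromosome 16, 17130138 to 17132383), part of the BiP chaperone complex, was 91.6 ± 15.8, 231 ± 29.3 and 114 ± 11.1 RPKM, and *Creld2* (chromosome 15, 88819646 to 88826683), a secreted ER stress protein, 53.9 ± 7.09, 165 ± 36.0 and 99.5 ± 0.239 RPKM. The BiP gene itself, *Hspa5*, was 389 ± 39.9, 635 ± 76.2 and 416 ± 153 RPKM and was not called (limma adjusted p = 0.0954 and 0.0630). *Ddit3*, the pro-apoptotic CHOP gene, had log2 differences of −0.75 in Diabetic against Control and 0.74 in Rescue against Diabetic and was not called either (adjusted p = 0.145 and 0.0919, limma).

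In Diabetic against Control the log2 differences were 0.99 for *Rpn2* (SE 0.16, adjusted p = 0.0200, limma), 1.28 for *Mogs* (SE 0.22, adjusted p = 0.0233), 1.33 for *Sdf2l1* (SE 0.16, adjusted p = 0.0107) and 1.58 for *Creld2* (SE 0.18, adjusted p = 0.00797). For Rescue against Diabetic they were −1.18 (SE 0.18, adjusted p = 0.00284), −0.95 (SE 0.24, adjusted p = 0.0212), −1.01 (SE 0.18, adjusted p = 0.00548) and −0.70 (SE 0.20, adjusted p = 0.0297). The Control comparison of *Rpn2* and *Mogs* was not called without any 1 of Control 1, Control 3, Control 4, Diabetic 1 or Diabetic 2 (adjusted p 0.0512 to 0.124), that of *Sdf2l1* without Control 3 (0.0546) or Diabetic 2 (0.0687) and that of *Creld2* without Control 3 (0.0546). Without Rescue 1, which leaves 1 Rescue library, the Rescue comparison of *Sdf2l1* was not called (log2 −0.91). That of *Creld2* was not called without Control 3 (adjusted p = 0.0512, limma), Diabetic 1 (0.0535) or Diabetic 2 (0.0930). It was not called without Rescue 1 (log2 −0.70) or Rescue 2 (log2 −0.71) either.

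Of 23 textbook genes of N-linked glycosylation, 7 were called higher in Diabetic than in Control (13 adjusted over the list alone), and 9 lower and 1, *Mgat1*, higher in Rescue than in Diabetic (11 and 1 over the list alone). The medians were 0.48 and −0.51 on the log2 scale, and camera gave adjusted p = 9.99e-12 and 1.66e-08 with the preset correlation of 0.01 between genes, and adjusted p = 0.262 and 0.222 with an estimated correlation. Of 26 genes of the unfolded protein response and ER chaperones, 10 were higher in Diabetic and 11 lower in Rescue (15 and 13 over the list alone), with medians of 0.67 and −0.49 (camera adjusted p = 6.26e-11 and 2.44e-08, and adjusted p = 0.262 and 0.218 with an estimated correlation). Of 21 ER translocation genes, such as *Sec11c* and *Ssr4*, 4 were higher in Diabetic and 10 lower in Rescue (13 and 13 over the list alone, medians 0.43 and −0.44, adjusted p = 3.43e-10 and 2.90e-08, and 0.262 and 0.218 with an estimated correlation). Of 16 dense-core granule genes, 7 were higher in Diabetic and 13 lower in Rescue (10 and 14 over the list alone, medians 0.80 and −1.51, adjusted p = 6.45e-09 and 5.50e-12, and 0.262 and 0.218 with an estimated correlation). In Rescue against Control the medians of these 4 lists were 0.05, 0.01, −0.01 and −0.41, and camera put only the dense-core granule cargo and processing list lower (adjusted p = 0.00155, and adjusted p = 0.405 with an estimated correlation), without each library too but not after quantile normalization (0.0894). Of its genes *Ptprn2*, *Scg2* and *Syt7* were called lower there (3 over the list alone), against 1 without Control 1, Control 4, Diabetic 2 or Rescue 1, 0 without Control 3 and 8 without Rescue 2. *Atf3* and *Creld2* of the unfolded protein response list were called higher (1 over the list alone), *Creld2* not without Rescue 1 (0.0816) and *Atf3* not without Control 1 (0.0848), Control 3 (0.112), Control 4 (0.0765), Diabetic 2 (0.0665), Diabetic 3 (0.0532) or Rescue 2 (0.152). *Alg2* of the glycosylation list was called lower (0 over the list alone), and not without Control 1 (0.0568), Control 3 (0.0967), Control 4 (0.0882), Diabetic 2 (0.0573) or Rescue 1 (0.148), and 0 of the ER translocation genes were called by limma (0 at unadjusted p < 0.05). Without Rescue 2, 5 genes of the unfolded protein response, 2 of glycosylation and 5 of ER translocation were called lower and *Creld2* and 1 glycosylation gene higher.

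Genes of acinar cells, the exocrine cells of the pancreas, had medians of the same signs as these lists, 0.55 in Diabetic against Control (18 of 19 genes above 0) and −1.14 in Rescue against Diabetic (0 of 19 above 0). Camera called the list in both (adjusted p = 0.00468 and 9.83e-06, and adjusted p = 0.676 and 0.448 with an estimated correlation), while limma called 0 of its genes (0 over the list alone, 1 and 2 at an unadjusted p under 0.05). The Control call was absent without Control 3 (adjusted p = 0.0501) or Diabetic 2 (0.596, median −0.06), and the Rescue call without Rescue 2 (0.212, median −0.26).

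The study's own lists were chosen on these samples and so are no independent evidence. They share called genes with the textbook lists, such as *Dnajc3*, *Manf*, *P4hb* and *Sel1l* of ER stress and *Rpn1*, *Rpn2* and *Uggt1* of glycosylation. The textbook lists are thus not independent of them. In the study's lists 3 of 18 glycosylation genes and 7 of 19 ER stress genes were higher in Diabetic (10 and 14 over the list alone). In the same 2 lists 15 and 16 were lower in Rescue (18 and 19 over the list alone). Their medians were 0.63 and 0.81 in Diabetic against Control and −0.94 and −0.95 in Rescue against Diabetic (camera adjusted p = 1.58e-10, 1.97e-14, 3.30e-13 and 2.66e-13, and 0.327, 0.278, 0.218 and 0.218 with an estimated correlation). Leaving out 1 library changed these counts. In Diabetic against Control at most 2 genes of each of the 6 lists were called without any 1 of Control 1, Control 3, Control 4, Diabetic 1 or Diabetic 2. Without Rescue 1 or without Rescue 2 the called genes were 8 of the 21 translocation genes and 10 of 18 and 15 of 19 in the study's lists, and without Diabetic 3 they were 6 of 18. In Rescue against Diabetic, without Rescue 1, 2 of 23 glycosylation, 2 of 26 unfolded protein response, 2 of 21 translocation and 6 of 18 and 6 of 19 study genes were called lower. Without Diabetic 2 it was 5 of 26, 3 of 21 and 8 of 19, and among the translocation genes 5 without Diabetic 1, 6 without Control 1 and 6 without Control 3. Under the 3 other scalings of the libraries the medians of all these lists kept their signs in both comparisons.

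**Figure D2:**
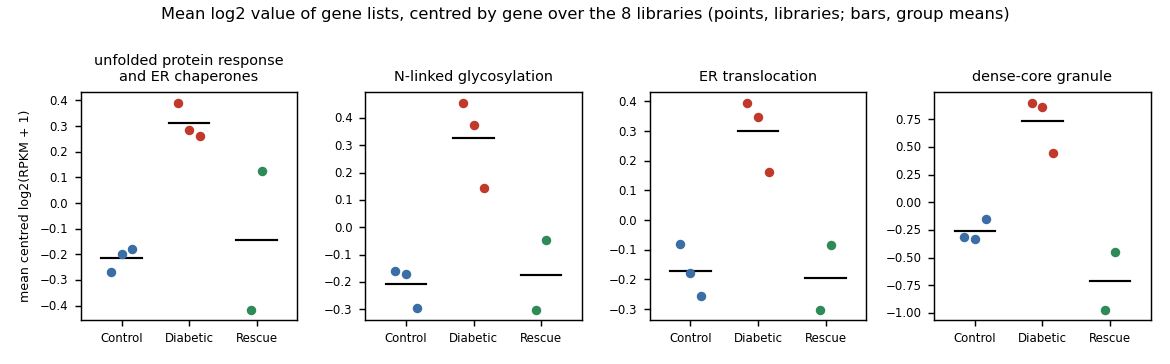
Mean log2 value, centred per gene, of the unfolded protein response, N-linked glycosylation, ER translocation and dense-core granule lists. Each point is 1 library.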

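*Slc2a2*, the glucose transporter GLUT2 of mouse β cells (chromosome 3, 28697903 to 28731359 of GRCm38), was 164 ± 56.5 RPKM in Control, 35.6 ± 4.89 in Diabetic (n = 3 each) and 38.9 ± 22.1 in Rescue (n = 2). Its log2 difference was −2.12 in Diabetic against Control (SE 0.34, adjusted p = 0.0193, limma) and 0.01 in Rescue against Diabetic (SE 0.38, adjusted p = 0.985, limma). The Control comparison was not called without Control 3 (adjusted p = 0.0856), Control 4 (0.0595), Diabetic 1 (0.0506) or Diabetic 2 (0.0938). *Fkbp1b*, a protein that steadies calcium release channels, was 71.3 ± 1.51, 28.0 ± 6.87 and 33.7 ± 0.508 RPKM. *Nr1d1*, the clock repressor REV-ERBα, was 16.4 ± 4.39, 7.78 ± 3.98 and 14.4 ± 0.729 RPKM.

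The 134 genes that Supplemental Table 1 places in cluster E were looked up in the deposited values, where 132 had a match. All 132 were lower in Diabetic than in Control and 127 were higher in Rescue than in Diabetic, with medians of −0.99 and 0.40 on the log2 scale. Called with limma were 81 in Diabetic against Control and 28 in Rescue against Diabetic. The genes were put in this cluster because of these values, so their direction is no independent evidence.

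For insulin secretion, all 10 genes that Supplemental Table 2 lists under that term were lower in Diabetic than in Control (median −1.10) and higher in Rescue than in Diabetic (median 0.61). In the Control comparison 6 were called (9 adjusted over the list alone), camera gave adjusted p = 5.00e-07 with the preset correlation, adjusted p = 0.130 with an estimated correlation, and the rotation test fry adjusted p = 0.00180. In the Rescue comparison limma called 0 of the 10 (0 over the list alone), camera gave adjusted p = 0.245 and, with an estimated correlation, adjusted p = 0.448, and fry adjusted p = 0.0131. The mean centred log2 value of the 10 genes was 0.59, 0.57 and 0.60 in Control replicates 1, 3 and 4, −0.50, −0.79 and −0.46 in Diabetic replicates 1, 2 and 3, and −0.03 and 0.01 in Rescue. The 6 calls became 3 without Control 1, 0 without Control 3, 2 without Control 4 and 0 without Diabetic 2.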

Cluster E, which contains genes lost in diabetic islets and partially regained in *R24C/R24C* rescued islets, mapped to the GO term regulation of insulin secretion (Figure 3E and Supplemental Table 2). 

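*Nkx6-1*, the homeobox factor that keeps β cells mature (chromosome 5, 101658139 to 101664996 of GRCm38), was 221 ± 56.2 RPKM in Control, 97.5 ± 2.10 in Diabetic (n = 3 each) and 163 ± 78.8 in Rescue (n = 2), with 219 RPKM in Rescue 1 and 107 in Rescue 2. *Ucn3*, the peptide urocortin 3 of mature β cells (chromosome 13, 3940688 to 3945349), was 362 ± 76.3, 147 ± 61.9 and 261 ± 11.7 RPKM. *Hmgn3*, a nucleosome-binding protein, was 75.8 ± 5.76, 37.2 ± 12.0 and 58.5 ± 13.3 RPKM, and *Pfkfb2*, the enzyme that sets fructose 2,6-bisphosphate, 10.2 ± 4.22, 4.48 ± 1.61 and 5.39 ± 2.14. Glutamine synthetase *Glul* was 160 ± 25.9, 76.1 ± 3.17 and 89.5 ± 20.3 RPKM, and *Hadh*, an enzyme of fatty acid oxidation, 180 ± 15.9, 64.8 ± 16.8 and 86.3 ± 15.8. *Baiap3*, a protein of granule recycling, was 31.6 ± 13.1, 7.64 ± 2.85 and 15.4 ± 0.815 RPKM, and glutaredoxin *Glrx* 5.18 ± 1.23, 3.69 ± 1.22 and 5.83 ± 0.796.

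In Diabetic against Control limma called *Ucn3* (log2 −1.36, SE 0.30, adjusted p = 0.0452), *Hmgn3* (−1.05, SE 0.22, adjusted p = 0.0409), *Glul* (−1.05, SE 0.16, adjusted p = 0.0190), *Hadh* (−1.48, SE 0.19, adjusted p = 0.0135) and *Baiap3* (−1.88, SE 0.32, adjusted p = 0.0231) lower. *Nkx6-1* (−1.14, SE 0.27, adjusted p = 0.0558), *Pfkfb2* (−0.99, SE 0.34, adjusted p = 0.133) and *Glrx* (−0.41, SE 0.23, adjusted p = 0.307) were not called. For Rescue against Diabetic the log2 differences were 0.65 for *Nkx6-1*, 0.91 for *Ucn3*, 0.66 for *Hmgn3*, 0.22 for *Pfkfb2*, 0.21 for *Glul*, 0.43 for *Hadh*, 0.97 for *Baiap3* and 0.57 for *Glrx*. Their limma adjusted p lay between 0.0702 (*Ucn3*) and 0.678 (*Pfkfb2*), so none of the 8 was called, and 3 of them had an unadjusted p under 0.05.

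Leaving out 1 library moved these calls. In Diabetic against Control *Ucn3* was called without Diabetic 3 alone, with adjusted p between 0.0514 and 0.170 without each other library. *Hmgn3* was not called without Control 1 (0.136), Control 3 (0.150), Control 4 (0.0869), Diabetic 2 (0.175) or Diabetic 3 (0.0604), and *Baiap3* not without Control 1 (0.0780), Control 3 (0.0851) or Diabetic 2 (0.117). *Glul* and *Hadh* were not called without Control 3 (0.0851 and 0.0687), Control 4 (0.0607 and 0.0535) or Diabetic 2 (0.106 and 0.0763), while *Nkx6-1* was called without Rescue 1 (0.0220) or Rescue 2 (0.0221). In Rescue against Diabetic a call appeared for *Nkx6-1* without Rescue 2 (0.0179), for *Ucn3*, *Hadh* and *Glrx* without Diabetic 3 (0.0195, 0.0454 and 0.0478), for *Hmgn3* without Diabetic 1 (0.0105) and for *Baiap3* without Diabetic 1 (0.0291) or Control 4 (0.0370).

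**Figure D3:**
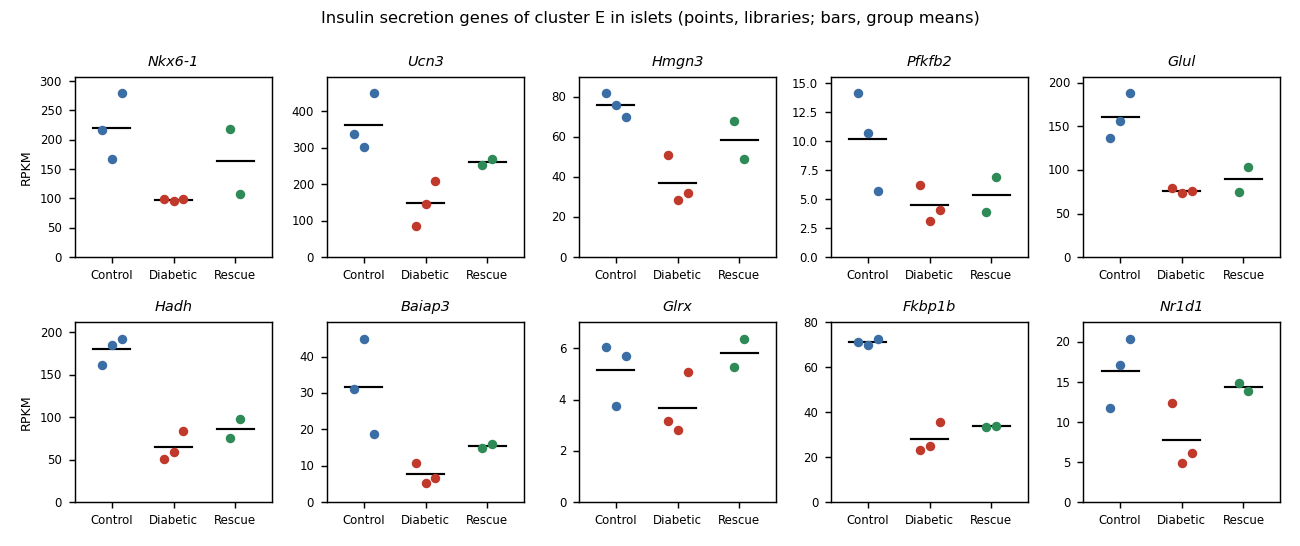
RPKM of the 10 insulin secretion genes of cluster E in Control, Diabetic and Rescue islets. Points are libraries and bars are group means.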

Genes in cluster E included several genes with key roles in insulin secretion including β cell maturation factors *Nkx6–1* and *Ucn3*, regulators of *Slc2a2* expression (*Hmgn3*), glycolysis and GK localization (*Pfkfb2*), mitochondrial metabolism (*Glul*, *Hadh*), dense-core granule biogenesis and maturation (*Baiap3*), and NADPH regulation of exocytosis (*Glrx*) (29–34). These data, though weakened by the caveats of bulk sequencing, inhomogeneous cell populations, and differences in the metabolic environment from which the samples were taken, supported the histological impression that *R24C/R24C* might improve β cell function in *Irs2^–/–^* male mice (14, 28).

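The textbook genes of β cell identity, with *Ucn3* and *Nkx6-1* of cluster E among them, moved both ways. *Ins1* and *Ins2*, the insulin genes, had log2 differences of −0.18 and −0.37 in Diabetic against Control and 0.12 and 0.05 in Rescue against Diabetic, with limma adjusted p between 0.505 and 0.934. *Mafa*, a transcription factor of mature β cells, was 198 ± 50.5 RPKM in Control, 99.8 ± 71.6 in Diabetic (n = 3 each) and 97.2 ± 61.2 in Rescue (n = 2), and was not called (adjusted p = 0.222 and 0.942). The prohormone convertase genes *Pcsk1* and *Pcsk2* fell by 1.96 and by 1.45 on the log2 scale in Rescue against Diabetic (adjusted p = 0.00366 and 0.00527, limma). *Mki67*, which marks dividing cells (chromosome 7, 135689784 to 135716361 of GRCm38), was 3.26 ± 1.02 RPKM in Control, 5.20 ± 2.16 in Diabetic and 24.2 ± 13.8 in Rescue, and the macrophage lysozyme *Lyz2* was 10.6 ± 7.04, 49.6 ± 45.0 and 431 ± 52.0 RPKM.

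Of 27 genes of β cell identity and maturity, *Kcnj11*, *Slc2a2*, *Trpm5* and *Ucn3* were called lower in Diabetic than in Control (9 lower and 3 higher adjusted over the list alone, median −0.43, camera adjusted p = 0.0274, and adjusted p = 0.421 with an estimated correlation). The 4 calls became 2 without Control 1, 0 without Control 3, Control 4, Diabetic 1 or Diabetic 2, and 7 without Diabetic 3. Comparing Rescue with Diabetic, *Slc2a1* and *Trpm5* were called higher and *Iapp*, *Kcnk16*, *Pcsk1* and *Pcsk2* lower (2 and 4 over the list alone), against 0 and 2 without Rescue 1, 1 and 5 without Rescue 2 and 0 and 3 without Diabetic 2. The median there was 0.01, the mean was −0.10 and camera put the list lower than other genes (adjusted p = 0.0120, and adjusted p = 0.328 with an estimated correlation). The median turned to −0.20, −0.25 and −0.07 under trimmed-mean (TMM), median-of-ratios and quantile scaling. The camera call in Diabetic against Control was absent without Control 4 (0.0690), Diabetic 1 (0.149), Rescue 1 (0.0560) or Rescue 2 (0.0559), and that in Rescue against Diabetic without Diabetic 3 (0.0797). In Rescue against Control *Slc2a1* was called higher and *Foxa2*, *G6pc2*, *Glp1r*, *Kcnj11*, *Slc2a2*, *Slc30a8* and *Sytl4* lower (1 and 8 over the list alone), with a median of −0.48, camera adjusted p = 2.35e-05, adjusted p = 0.333 with an estimated correlation and fry adjusted p = 0.00984. These counts became 0 and 3 without Control 1, 0 and 2 without Control 4, 1 and 3 without Diabetic 2, 0 and 1 without Rescue 1 and 0 and 10 without Rescue 2, while the camera call held without each library. With the lymphocyte score as a covariate, an alternative chosen after seeing the data, it was absent (0.819).

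Genes of S phase and mitosis, not assigned to a cell type by these values, and genes of immune cells differed as well. In Rescue against Diabetic 27 of 29 S phase and mitosis genes (27 over the list alone, median 1.51, camera adjusted p = 1.13e-09, and 0.293 with an estimated correlation), 10 of 12 macrophage genes (10 over the list alone, median 2.41, adjusted p = 0.000914, and 0.448 with an estimated correlation) and 5 of 7 lymphocyte genes (7 over the list alone, median 2.95, adjusted p = 0.00241, and 0.394 with an estimated correlation) were called higher. Without Rescue 1 the called genes were 14 of the 29 S phase and mitosis genes, *Mki67* (adjusted p = 0.0983) not among them, 1 of the 12 macrophage genes and 2 of the 7 lymphocyte genes, of which 2 were called without Rescue 2 and 3 without Diabetic 2.

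The paper's reasoning starts from the histology of the islets. To it the paper adds the genes lost in Diabetic islets and partly regained in Rescue islets, with insulin secretion genes among them, and it takes the RNA data, with the caveats of bulk sequencing, mixed cells and metabolic environment, as backing the impression from histology that β cell function might improve. The steps from mRNA to protein and to insulin secretion are not tested by these values.

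**Figure D4:**
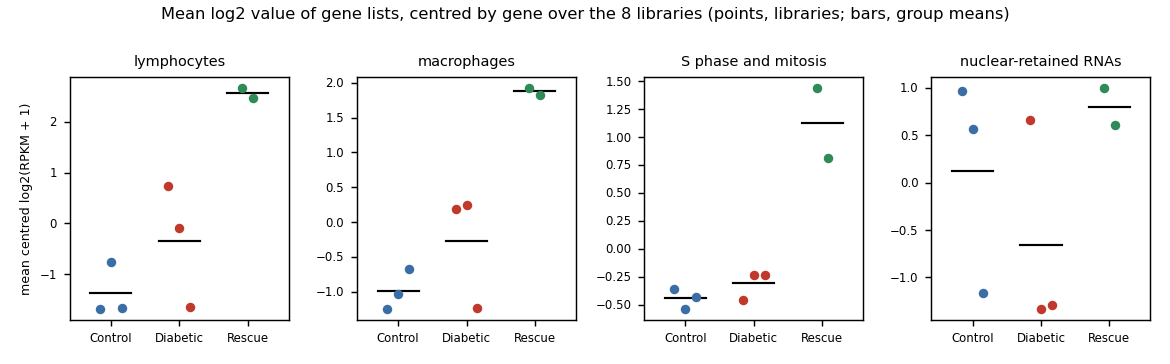
Mean log2 value, centred per gene, of the lymphocyte, macrophage, S phase and mitosis, and nuclear-retained RNA lists. Each point is 1 library.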

### Cdk4-R24C corrected β cell dedifferentiation in IRS2 null male mice.

To assess dedifferentiation, we stained pancreas sections from male mice for aldehyde dehydrogenase 1 isoform A3 (ALDH1A3), a marker of failing β cells (35). Intriguingly, the strong ALDH1A3 labeling observed in *Irs2*^–/–^;*Cdk4-WT/WT* β cells was corrected in *Irs2^–/–^; Cdk4-R24C/R24C* mice (Figure 3F). Similarly, rare islet cells that stained for both insulin and glucagon were observed in *Irs2*^–/–^;*Cdk4-WT/WT* pancreas sections; these double-positive cells were not evident in *Irs2^–/–^; Cdk4-R24C/R24C* mice, suggesting rescue of this phenotype as well (Supplemental Figure 5). FOXO1, a transcription factor inhibited by insulin signaling, is active in IRS2-null mice and drives β cell failure (14, 28). We hypothesized that *CDK4-R24C* might prevent FOXO1 activation in this model, mitigating the deleterious FOXO1 suppression of *Pdx1* expression. To investigate whether the FOXO1-PDX1 axis was restored in *Irs2*^–/–^; *Cdk4-R24C/R24C* islets, we first stained for FOXO1. Confirming prior observations (14), FOXO1 immunostaining was abnormally localized in β cell nuclei in *Irs2^–/–^; Cdk4-WT/WT* islets (Figure 3G and Supplemental Figure 6), consistent with reduced AKT-mediated phosphorylation of FOXO1 in the absence of IRS2. As previously published, *Irs2^–/–^; Cdk4-WT/WT* islets also had reduced nuclear staining for PDX1 (Figure 3H). Intriguingly, *Cdk4-R24C* homozygosity restored both FOXO1 and PDX1 staining to WT appearance, with FOXO1 restricted to the cytoplasm and PDX1 robustly nuclear (Figure 3, G and H). With the caveat that some of the dedifferentiation rescue may have been due to correction of the hyperglycemic environment in *Irs2^–/–^* mice, this result suggests a role for activated CDK4 in promoting distal insulin signaling in the β cell, specifically in protecting against FOXO1-mediated β cell dedifferentiation in the setting of IRS2 deficiency in male mice.

To test definitively whether CDK4 can promote β cell function in the face of aberrant FOXO1 activity in an ex vivo setting where ambient glucose can be controlled, we assessed glucose-stimulated insulin secretion in dispersed mouse islet cells overexpressing FOXO1 with or without CDK4 in combination with its activator cyclin D2 (Figure 3I). Overexpression of FOXO1 increased insulin secretion under basal glucose conditions, showing failure to suppress in low glucose, and eliminated the increase in high glucose, consistent with impaired β cell function. Remarkably, cotransducing the islet cell cultures with CDK4/cyclinD2 restored both the suppression of insulin release in low glucose as well as the increase induced by a switch to high glucose. These data support the concept that CDK4 has protective activity against FOXO1-mediated β cell dedifferentiation.

### CDK4 rescued Pdx1 and Neurod1 expression in starve conditions ex vivo.

We developed an ex vivo mouse islet cell starvation model to test the effect of CDK4 on FOXO1 activation. For these studies, CDK4 activity was increased by overexpression of WT CDK4, cyclin D2, or both. Short-term (16 hour) starvation of dispersed islet cells led to a heterogeneous, but consistent, increase in nuclear FOXO1 (Figure 4A) and gene expression changes consistent with active nuclear FOXO1, such as increased *Cnr1* and decreased *Il6r* and *Gpd2* (Figure 4B) (36). Proliferation markers *PCNA* and *Ki67* were both decreased with starvation (Figure 4C). Starvation suppressed *Pdx1* expression, mimicking in vivo *Irs2* deletion; other β cell differentiation markers decreased (i.e., *Mafa* and *NeuroD1*) or were not affected (i.e., *Nkx6.1* and *Ngn3*; Figure 4D).

Using this starvation model, we tested whether CDK4 activation rescued the gene expression changes associated with nuclear FOXO1, by overexpressing CDK4 individually or in combination with cyclin D2. As a negative control, we overexpressed p16, an INK-family CDK4 inhibitor. As expected, the cell cycle activators increased proliferation markers *Ki67* and *Pcna*, while the inhibitor did not (Figure 4E). Interestingly, activating CDK4 partially rescued the starve-induced changes in 2 out of 3 FOXO1 targets (Figure 4F; *Gpd2* not rescued, not shown). Remarkably, overexpression of CDK4 with or without cyclin D2 rescued *Pdx1* and *Neurod1* mRNA abundance (Figure 4G); *Mafa* levels were not rescued. On the other hand, the p16 CDK inhibitor did not rescue the FOXO1 target genes (Figure 4F), nor *Pdx1* or *Neurod1* (Figure 4G). *Nkx6.1* and *Ngn3*, which were not reduced by starvation (Figure 4D), were also not impacted by any of the cell cycle regulator combinations.

Since the immunofluorescence and mRNA data suggested that CDK4 inhibited FOXO1 activity, we tested whether CDK4 overexpression increased FOXO1 phosphorylation. By immunoblot, starvation decreased FOXO1 phosphorylation at S256, while overexpression of CDK4 or cyclin D2, but not p16, restored FOXO1 phosphorylation (Figure 4, H and I). We hypothesized that CDK4 might directly phosphorylate FOXO1. Posttranslational modification prediction software (GPS 2.1) (37) predicted CDK4 consensus phosphorylation sites in FOXO1, some of which overlap with known AKT phosphorylation sites (data not shown). However, experiments using the AKT inhibitor MK-2206 showed that the increase in p-FOXO1 after CDK4 overexpression was dependent on AKT activation, suggesting an indirect mechanism. (Supplemental Figure 7).

### FOXO1 phosphorylation and activity did not correlate with subcellular localization.

We hypothesized that CDK4-mediated alleviation of FOXO1 *Pdx1* suppression was related to the FOXO1 nuclear exclusion reported to follow phosphorylation (38, 39). We first tested whether increased FOXO1 phosphorylation resulted in FOXO1 cytoplasmic localization. However, in these experiments confocal microscopy showed that starvation (dephosphorylated FOXO1) caused only heterogeneously nuclear β cell FOXO1 (Figure 4J). Further, overexpression of CDK4, which did increase FOXO1 phosphorylation (Figure 4, H and I), only variably decreased the percentage of cells with visibly nuclear FOXO1 (Figure 4J). Intriguingly, p16 overexpression consistently increased the percentage of β cells with nuclear FOXO1 in this starvation model.

The variability in visibly nuclear FOXO1 from one experiment to the next, and the failure of CDK4 to consistently redistribute FOXO1 to the cytoplasm, suggested the possibility that CDK4 rescue of FOXO1-mediated *Pdx1* suppression might not require changing FOXO1 subcellular localization. To further explore the relationship between FOXO1 localization and expression of its transcription targets, we tested whether relocalizing FOXO1 to nuclei was sufficient to increase FOXO1 target gene expression. First, we treated mouse islet cells cultured in 15 mM glucose with the nuclear export inhibitor Leptomycin B (40). Surprisingly, even in high glucose conditions where insulin signaling is fully activated in β cells (15, 41), FOXO1 rapidly accumulated in the nucleus within 5–30 minutes of treatment with Leptomycin B, suggesting FOXO1 shuttles between the cytoplasm and nucleus even in nutrient replete conditions (Supplemental Figure 8A). FOXO1 targets *Cnr1* and *Il6r* changed abundance in the expected direction; *Gpd2*, on the other hand, increased (Supplemental Figure 8B). Despite robust nuclear accumulation of FOXO1, FOXO1 targets *Pdx1* and *Neurod1* did not decrease, but rather significantly increased (Supplemental Figure 8C).

Leptomycin B traps many factors in the nucleus, so these effects may be independent of FOXO1. To more specifically test the relationship between nuclear FOXO1 and *Pdx1* suppression, we treated dispersed islet cells with MK-2206, a pan-AKT inhibitor (42). We expected that inhibiting the kinase primarily responsible for phosphorylating FOXO1 (38) would lead to nuclear FOXO1 and suppression of *Pdx1*. Indeed, inhibiting AKT led to rapid and sustained FOXO1 nuclear accumulation (Figure 5A). However, despite nuclear localization, FOXO1 failed to suppress *Pdx1* or elicit other expected gene expression changes (Figure 5B-C). With the caveat that both of these approaches alter cellular biology beyond FOXO1 modulation, these results suggested that nuclear localization of FOXO1 was not sufficient to suppress *Pdx1* in mouse β cells, echoing the lack of correlation between FOXO1 nuclear localization and transcription regulation described in other cell systems (43, 44).

### CDK4 rescue of FOXO1-induced Pdx1 repression is independent of FOXO1 phosphorylation or subcellular localization.

Lack of influence of CDK4 on FOXO1 localization led us to question whether CDK4 derepression of *Pdx1* involved FOXO1. To directly test whether CDK4 could counteract FOXO1-mediated *Pdx1* suppression we overexpressed FOXO1 in dispersed mouse islet cells cultured in high glucose and examined the impact of CDK4 coexpression (Figure 6A). FOXO1 overexpression decreased *Il6r* and *Cnr1*, both known FOXO1 targets (Figure 6B). Consistent with prior reports, FOXO1 overexpression suppressed *Pdx1* mRNA (Figure 6C); different from prior reports, *MafA* and *Neurod1* were also decreased (14, 36, 45). Coexpression of CDK4 and cyclin D2 led to rescue of *Il6r* but not *Cnr1*, and, intriguingly, resulted in partial or complete rescue of *Pdx1*, *Mafa*, and *Neurod1* (Figure 6C), confirming that CDK4 inhibited FOXO1-mediated repression of β cell maturation factors. Despite overexpression, FOXO1 did not visibly accumulate in β cell nuclei (Figure 6D), reconfirming the lack of correlation between nuclear FOXO1 localization and gene expression changes in this system.

To test whether phosphorylation of FOXO1 was required for CDK4-mediated derepression, we expressed the FOXO1-ADA mutant. FOXO1-ADA has serine to alanine/aspartic acid mutations in 3 AKT phosphorylation sites (T24A, S253D, and S316A), making FOXO1 resistant to AKT phosphorylation, and, thus, constitutively active and nuclear (46, 47). As expected, expressing FOXO1-ADA in dispersed mouse islet cells resulted in nuclear FOXO1 labeling (Figure 6E). FOXO1-ADA repressed FOXO1 targets *Cnr1* and *Gpd2* (Figure 6F) as well as *Pdx1* and *Mafa* (36) (Figure 6G). Surprisingly, coexpression of CDK4+cyclinD2 partially or completely restored expression of FOXO1 target *Gpd2* (Figure 6F), as well as *Pdx1* and *Mafa*, suggesting that CDK4-mediated derepression of *Pdx1* does not require FOXO1 phosphorylation at AKT sites (Figure 6G). *Cnr1*, which was not rescued by CDK4+cyclinD2 in the context of WT-FOXO1 (Figure 6B), was also not rescued in the setting of FOXO1-ADA (Figure 6F). We explored whether CDK4 derepression of *Pdx1* expression involved canonical CDK activity via Rb phosphorylation and increased E2F1 activity, but found that knockdown of *E2f1* did not prevent CDK4 rescue of FOXO1-ADA mediated *Pdx1* suppression (Figure 6H). Taken together, these experiments suggest that although CDK4 overexpression increased FOXO1 phosphorylation in AKT-dependent fashion, the CDK4-mediated inhibition of FOXO1 repression of *Pdx1* and *Mafa* were independent of FOXO1 phosphorylation, nuclear localization, or E2F1 activation.

### CDK4 may modulate FOXO1 activity through deacetylation and promotion of FOXO1 degradation.

FOXO1 activity is regulated not only by phosphorylation but also by acetylation (45–50). Previous reports show CDKs can activate both HATs (27) and HDACs (51, 52). We tested whether modulating HAT or HDAC activity impacted FOXO1 suppression of *Pdx1* using small molecule inhibitors of HATs (MB-3 to inhibit GCN5 and C646 to inhibit p300/CBP) and HDACs (salermide to inhibit the sirtuins, sodium butyrate to inhibit class I/II HDACs, and vorinostat/SAHA as a general HDAC inhibitor) (Figure 7A). As previously demonstrated (53, 54), inhibiting p300 reduced *Ins1* and *Ins2* abundance (Figure 7B). Using the FOXO1-ADA mutant to eliminate influences on FOXO1 phosphorylation and localization, we found that inhibiting HATs tended to derepress *Pdx1* and *Mafa* to a similar degree as overexpression of CDK4/cyclin D2 (Figure 7, C and D). Conversely, inhibiting HDACs tended to have the opposite effect, impairing CDK4/cyclin D2-induced derepression of *Pdx1* and *Mafa* (Figure 7, E and F). These results suggest that CDK4/cyclin D2 acted to either activate HDAC activity or repress HAT activity. Deacetylated FOXO1 had enhanced transcriptional activity (55, 56) but also increased degradation (45). Intriguingly, overexpression of CDK4/cyclinD2 increased phosphorylation of SIRT1, known to deacetylate FOXO1 in β cells (45) and FOXO family members in other cell types (57–59) (Figure 7G). We attempted to assess FOXO1 acetylation status by immunoprecipitation but were unable to confidently quantify this parameter (data not shown). However, we did observe that CDK4 and cyclin D2 decreased total FOXO1 protein levels, especially when expressed in combination, consistent with enhanced degradation (Figure 7H). That said, we did not experimentally confirm a role for SIRT1 in this system; the observed changes in SIRT1 phosphorylation may be unrelated to changes in FOXO1 activity and *Pdx1* expression. In summary, these results suggest that CDK4 impacted acetylation status either of FOXO1 itself or other elements at the *Pdx1* promoter, via either decreased HAT activity or increased HDAC activity, to derepress FOXO1-induced *Pdx1* suppression and reduce FOXO1 abundance (Figure 8).

## Discussion

This work identifies a surprising role for the cell cycle activator CDK4 in the modulation of insulin signaling in the adult pancreatic β cell, counteracting FOXO1-mediated dedifferentiation. Replacing both endogenous alleles of *Cdk4* with *Cdk4-R24C* prevented diabetes in IRS2-null male mice by rescuing β cell mass, function, and differentiation and restoring cytoplasmic FOXO1 location and nuclear PDX1 abundance in β cells in vivo. Ex vivo, CDK4 rescued FOXO1 impairment of insulin secretory function and inhibited FOXO1 suppression of *Pdx1* through 2 distinct mechanisms: AKT-dependent phosphorylation of FOXO1 and a second mechanism involving either reduced acetylation or increased deacetylation, with possible involvement of SIRT1. Together, these results demonstrate an unexpected role for CDK4 not only in driving the cell cycle but also in promoting β cell differentiation and function.

The most important finding from these studies is that CDK4 can promote or maintain β cell differentiation. It remains controversial whether β cells must dedifferentiate to proliferate (11, 60). Replacing both alleles of *Cdk4-WT* with *Cdk4-R24C* rescued not only β cell proliferation but also dedifferentiation in diabetic IRS2-null mice, supporting reports that it is possible to increase β cell proliferation without negatively impacting β cell function (60–66). A related observation in neurons was recently published (67). Since the primary source of new β cells in the adult mouse is replication of mature β cells (68, 69), the mutual incompatibility of proliferation and differentiation described in fetal development and adult stem cell activation paradigms may not apply. Indeed, CDKs are implicated in endocrine development (70, 71). Taken in this context, the observation that CDK4, a critical cell cycle driver in endocrine cells, can also promote their differentiation may represent a key piece in our understanding of adult islet homeostasis.

The degree of rescue of dedifferentiation by homozygous *CDK4-R24C* observed in this study was surprisingly complete, especially given the lack of improvement in insulin resistance, suggesting that loss of CDK4/cyclinD2 activity may be a primary cause of β cell failure in IRS2-null mice. The IRS2-null phenotype was only partially rescued by FOXO1 haplosufficiency (14) or transgenic overexpression of *Pdx1* (28). *CDK4-R24C* may have additional parallel benefits such as bolstering β cell mass through proliferation or effects on lysosomal and mitochondrial biology (72). Our result is consistent with a prior observation that overexpression of CDK4-R24C under the insulin promoter rescued diabetes due to leptin receptor deficiency (73). That result was attributed to expansion of β cell mass rather than a direct effect on β cell differentiation. Other studies have also noted the surprising maintenance of physiological function of β cells driven to proliferate by CDK4 activation (25).

These results reconfirm the known role for CDK4 in promoting β cell proliferation (21, 22, 25). Insulin resistance in *Irs2^–/–^;Cdk4-R24C/R24C* mice likely contributed to increased proliferation (74, 75). Cyclin D2 drives β cell compensation in response to insulin resistance (20), but islet cyclin D2 levels are reduced in *Irs2^–/–^* mice (15); rescue by *Cdk4-R24C* makes sense in this context. Residue 24 in CDK4 not only mediates INK-family inhibition but also D-cyclin binding (76), so CDK4-R24C may have reduced regulatory inputs in both directions.

Proliferation was not statistically increased in *Irs2^+/+^;Cdk4-R24C/R24C* mice; increased β cell mass in this group could be due to increased proliferation at an earlier time point. Alternatively, *Cdk4-R24C* allele may have expanded the pool of Ngn3^+^ endocrine precursors to increase β cell mass in the adult (70, 71). Oddly, although proliferation was highest in *Irs2^–/–^; Cdk4-R24C/R24C* mice, β cell mass was not higher in this group relative to *Irs2^+/+^;Cdk4-R24C/R24C* mice. Since *Irs2^–/–^;Cdk4-R24C/R24C* mice are insulin resistant with elevated fat mass, we postulated that that group might have higher β cell apoptosis, but β cell death was, if anything, reduced in those mice. It is possible they had competing suppression of proliferation by elevated free fatty acids (17). Finally, given the hyperinsulinemia in response to insulin resistance in *Irs2^–/–^;Cdk4-R24C/R24C*, CDK4 may synergize with activation of the unfolded protein response to drive β cell proliferation (77).

Chronic hyperglycemia in IRS2-null mice may contribute to dedifferentiation via oxidative stress or glucotoxicity, but it is likely not the only cause, since *Pdx1* expression is reduced before the onset of hyperglycemia (28). Additionally, CDK4 promoted FOXO1 phosphorylation and increased *Pdx1* ex vivo in islet cells when glucose levels were held constant (Figures 4, 6 and 7). Surprisingly, *MafA* and *NeuroD1* were not induced by FOXO1 as previously reported (45), which suggests that FOXO1 targets may be sensitive to cellular context or type of stress (78).

These data suggest a role for INK family cell cycle inhibitors in β cell dedifferentiation. Although the *Cdk4-R24C* allele has been termed constitutively active, the behavior of this mutant in our study was more consistent with either a weak gain of function requiring 2 alleles for measurable impact, or potentially a loss-of-function mechanism, since the heterozygous state resembled controls and rescue was observed only in the homozygous state. Similarly, Rb phosphorylation was not always increased by *Cdk4*-*R24C* in the heterozygous state (79). A possible explanation is that this phenotype is dependent on loss of INK-family inhibition of CDK4 rather than activation of CDK4 kinase activity. Interestingly, p27, a Cip/Kip cell cycle inhibitor, is a cause of β cell failure in IRS2-null mice (80). The *R24C* mutation prevents INK4-family CDK4 inhibition (23, 24); in cancers, *Cdk4-R24C* mutation is synergistic with loss of function of Cip/Kip inhibitors (79), suggesting that *Cdk4-R24C* may counteract a damaging combination of loss of cyclin D2 with gain of p27 in IRS2 null β cells.

Surprisingly, *CDK4-R24C* did not rescue insulin resistance in other metabolic tissues. CDK4 improves insulin sensitivity through PPARγ activation in adipocytes (26) and suppression of hepatic glucose production (27). Fat mass was increased in *Irs2^–/–^; Cdk4-R24C* mice, although this could have been secondary to hyperinsulinemia. In our study, fat mass was not increased in *Irs2^+/+^; Cdk4-R24C* mice.

Our data support a model in which FOXO1 subcellular localization is not the sole input into regulation of its gene targets. We initially expected that conditions in which FOXO1 immunostaining showed cytoplasmic localization would not show suppression of *Pdx1* mRNA, while nuclear FOXO1 would correlate with repressed *Pdx1* and other related changes in known FOXO1 targets (14, 36, 38, 45, 47). Our data, at times, did not support this model. Inhibition of nuclear export using leptomycin showed that even in glucose-excess conditions, FOXO1 passed through the nucleus. Despite forced retention of FOXO1 in the nucleus using leptomycin or AKT inhibition, *Pdx1* mRNA was not suppressed. Together, these experiments suggest that predominant nuclear localization of FOXO1 was not sufficient to suppress *Pdx1*, and that regulation of subcellular localization and transcriptional activity of FOXO1 was not as straightforward as the phosphorylated form being cytoplasmic and off, while the nuclear form is on and repressing *Pdx1*. This more complicated relationship between FOXO1 localization and transcriptional activity is supported by prior studies in other systems (43, 44).

CDK4 increased phosphoryated FOXO1, but our data suggest that CDK4 does not directly phosphorylate FOXO1 in islet cells. Besides AKT, other kinases such as SGKs, DYRK1, and CDK2 can phosphorylate FOXO1 (78, 81–83); CDK2 phosphorylates FOXO1 at a critical serine residue and regulates its subcellular localization in a glucose-dependent manner (83). CDK4 rescue of *Pdx1* gene expression was lost in the presence of AKT inhibitor, suggesting, most likely, a requirement for AKT itself or for an AKT-dependent kinase. However, CDK4 rescued *Pdx1* expression even in the context of the unphosphorylatable FOXO1-ADA mutant (Figure 6), suggesting an additional mechanism besides phosphorylation.

CDK4 may regulate FOXO1 activity through acetylation or deacetylation, since HAT inhibitors potentiated and HDAC inhibitors suppressed the rescue (45, 55–57). Intriguingly, this result is different from the acetylation-promoting action of CDK4 observed in hepatocytes (27). The data are consistent with CDK4 reducing acetylation of transcription factors rather than histones, since acetylation of histones tends to promote gene expression due to increased access of transcription factors to DNA (84). In line with this, CDK4 increased the phosphorylation of SIRT1; sirtuins are the main class of HDACs that deacetylate FOXO1 (51, 52, 55, 57–59). However, we cannot conclude that the effects are through modulation of FOXO1 acetylation specifically, as we were not able to quantify acetylated FOXO1. FOXA2 promotes *Pdx1* expression (85) and can be deacetylated by SIRT1. FOXA2 deacetylation was reported to reduce its transcription activity in the liver and target it for degradation (86), but studies in the MIN6-β cell line found that SIRT1 deacetylated FOXA2 to promote *Pdx1* expression (87). It will be interesting to investigate whether FOXO1 or FOXA2 acetylation is impacted by CDK4 in future studies.

CyclinD2/CDK4 reduced FOXO1 protein abundance in cultured islet cells, consistent with accelerated degradation. While FOXO1 can be degraded after phosphorylation and cytoplasmic retention by 14-3-3 proteins (39, 88, 89), deacetylated FOXO1 is also more rapidly targeted for proteasomal degradation (45). Based on the observation that CDK4 promoted SIRT1 phosphorylation, we propose that CDK4/cyclinD2 increases the deacetylation of FOXO1 via SIRT1, which leads to its degradation and derepression of *Pdx1*. In the path toward β cell dedifferentiation, FOXO1 is nuclear during a metabolic inflexibility period (9, 90), but after exposure to chronic hyperglycemia, FOXO1 abundance declines (9). Since glucose increases cyclin D2 protein expression (1, 15, 18), we speculate that the degradation of FOXO1 observed in late-stage dedifferentiation is mediated by chronic glucose stimulation of these cell cycle regulators and increased HDAC activity (45).

Evidence supports a role for IRS2 in human diabetes. Polymorphisms at *IRS2* are associated with HBA1C and risk of T2D (91). *IRS2* variants are associated with glucose intolerance in women experiencing obesity (92), with diabetes-related traits in people of Pima ancestry (93), and with insulin resistance in people of Japanese ancestry with obesity (94). The Gly1057Asp *IRS2* polymorphism was (95) or was not (96) associated with impaired human β cell function. However, *IRS2* mRNA was reduced in islets from individuals with T2D relative to individuals in the control group (97), suggesting the possibility that a therapeutic intervention that promotes noncanonical CDK4 activity could have relevance in this scenario.

Strengths of this study include the use of parallel in vivo and ex vivo model systems to explore the fundamental biology of how a cell cycle regulator rescues diabetes phenotype in Irs2^–/–^ mice, a careful and comprehensive determination of the CDK4-mediated effect on FOXO1 biology and *Pdx1* expression, and the use of primary cells rather than transformed cell lines. Limitations of this study include the use of murine models and not human samples; future studies will be needed to demonstrate relevance to human β cells. The RNA-Seq was performed on whole islets rather than on single cells. We did not test FOXO1 occupancy at the *Pdx1* promoter by ChIP, which would shed further mechanistic light on how CDK4 impacts the molecular regulation of *Pdx1* mRNA abundance. Note that FOXO1 was previously shown to bind to the *Pdx1* promoter (14). Additional remaining questions include residual uncertainty as to which specific targets are phosphorylated by CDK4 to modulate the AKT node of the insulin signaling pathway and whether acetylation of FOXO1 itself is modulated. Given the increased use of CDK4 and 6 inhibitors in breast cancer, an important question is whether CDK4 inhibition impairs β cell function or differentiation.

In summary, we report the discovery that CDK4 promotes insulin signaling and FOXO1 degradation in the pancreatic β cell, derepressing *Pdx1* expression and rescuing diabetes in *Irs2^–/–^* mice. Our data suggest that CDK4 promotes both β cell proliferation and differentiation, suggesting that if safe therapeutic approaches can be developed to increase β cell mass via CDK4 they may preserve function.

## Methods

### Animal husbandry.

*Cdk4-R24C* mice, in which the *R24C* mutation is knocked in at the *Cdk4* locus (22), were obtained from the laboratory of Sushil Rane, National Institutes of Health, Bethesda, Maryland, USA, and were initially bred to *Irs2-*heterozygous mice (*B6;129-Irs2^tm1Mfw^/J*), which were rederived from cryopreserved stocks at The Jackson Laboratories, Bar Harbor, Maine, USA (12). Subsequently, mice heterozygous for both *Irs2* and *Cdk4-R24C* were crossed into to the C57BL/6N background, but not extensively backcrossed; C57BL/6N status was verified by *Nnt* genotyping. Littermate controls, using all relevant genotypes over multiple litters, were used for the in vivo metabolic studies, pancreas histology, and islet RNA-Seq. WT mice for ex vivo islet studies were drawn from separate colonies and included male and female C57BL/6 mice that were *Nnt* WT, heterozygous, or mutant, interchangeably. Mice were housed on a 12 hour light/dark cycle with ad libitum access to chow (PicoLab Rodent Diet 20 5053, LabDiet) and water and studied at 8–14 weeks of age. Both male and female mice were tested. Occasional malocclusion was present in this colony; nondiabetic mice with adult body weight of less than 20 grams were excluded from analysis. High fat diet pellets fed to female mice were 60% lard, obtained from Harlan/Envigo (TD.06414).

### Metabolic testing.

Nonfasting blood glucose (ReliOn meter) and plasma insulin (Crystal Chem) were measured from tail-tip blood samples. Intraperitoneal Glucose tolerance tests (GTTs) and insulin tolerance tests (ITTs) were performed as previously described (3). Mice were fasted for 5 hours before GTT (2 g/kg; Hospira), while ITT (1.5 U/kg; Humulin-R, Eli Lilly) was performed in the fed state. Body composition (fat/lean mass) was measured by the University of Massachusetts Medical School Mouse Metabolic Phenotyping Center (UMMS MMPC) using proton magnetic resonance spectroscopy (1H-MRS) (Echo Medical System). Metabolic testing was performed on both male and female mice. Since female *Irs2^–/–^* mice remained nondiabetic, subsequent in vivo histological and mechanistic experiments to investigate the rescue by *Cdk4-R24C* could only be performed on male mice.

### Hyperinsulinemic-euglycemic clamps.

Clamp studies were performed in the UMMS MMPC. Briefly, jugular vein catheters were implanted and mice were allowed to fully recover. Mice were fasted overnight, then primed with an initial insulin bolus (150 mU/kg) followed by a continuous 2 hour infusion at a rate of 15 pmol/kg/min. 20% glucose was infused at variable rates to maintain basal glucose levels, and blood glucose samples were taken at 10–20 minute intervals.

### Pancreas histology.

Mice were injected with BrdU (50 g/kg i.p.) at 4 hours and 2 hours before euthanasia. Pancreata were dissected, fixed in 10% formalin (Sigma-Aldrich) for 4 hours, embedded in paraffin, and cut in 5 μm sections. Sections were stained as described (77); the antibodies used (insulin, 1:200; glucagon, 1:100; BrdU, 1:200; pHH3, 1:100; PDX1, 1:100; ALDH1A3, 1:100; FOXO1, 1:100) and unmasking conditions are detailed in Supplemental Table 3. β cell mass was quantified using full-pancreas sections histochemically stained for insulin (DAB) and hematoxylin and scanned. Mass was calculated as the product of the wet weight of the pancreas and the percentage insulin-labeled area quantified using Adobe Photoshop and Image J (17). β cell proliferation was expressed as the percentage insulin-labeled cells that colabeled for BrdU or pHH3 (17) using cell profiler pipelines developed and implemented by a blinded, unbiased lab member (98). TUNEL staining was performed using the Promega DeadEnd Fluorometric system as previously described (1).

### Bulk RNA-Seq.

Islets were isolated from male mice by ductal collagenase (Roche) injection and Ficoll (Histopaque-1077; Sigma-Aldrich) gradient as previously described (1). RNA was isolated using the Norgen all-in-1 kit and sent to Quick Biology for library preparation and sequencing on the Illumina HiSeq 4000 with paired-end 150 bp reads. Sequence data are deposited in the GEO repository under accession number GSE235129. Paired-end reads were aligned to the mouse genome mm10 using the STAR aligner (99). Raw gene counts for each sample were generated from the subsequent bam files using HTSeq (100). Downstream analysis including filtering, normalization, and differential expression of the RNA-Seq counts was performed in edgeR (101). Principal component analysis and K-means clustering (2,000 most variable genes, 10 clusters) were performed using the iDEP platform (102).

### Islet Isolation and Culture.

Islets were isolated as above from adult (10–40 week) C57BL/6J or C57BL/6N (*Nnt* genotypes NN, NJ, or JJ were used interchangeably) male and female mice and plated overnight in islet complete media (ICM: RPMI, 10% FBS [Sigma-Aldrich], penicillin/streptomycin, 5mM glucose). The following day, islets were handpicked, trypsinized to single cells (0.05% trypsin), and plated on glass coverslips for immunofluorescence or plastic 24 well plates for protein/RNA analyses. A day after trypsinization, islet cells were exposed to adenovirus and/or drug for 72 hours in 15 mM glucose unless otherwise specified. Adenoviruses were purchased from Vector Biolabs, and a list of all adenoviruses and MOI used is detailed in Supplemental Table 4. The m-Foxo1-ADA and h-CDK4-R24C adenoviruses were created from plasmid (Addgene no. 12143 and no. 11254) (103). Chemicals used include Leptomycin B (100 nM; Sigma-Aldrich), MK-2206 (5 μM; Selleckchem), C646 (25 μM; Selleckchem), MB-3 (10 μM; Santa Cruz Biotechnology), salermide (25 μM; Tocris), vorinostat/SAHA (5 μM; Selleckchem), and sodium butyrate (0.5mM; Selleckchem). For starvation experiments, islet cultures were cultured in RPMI-based media prepared exactly as for ICM, except containing 2 mM glucose without FBS for 16 hours before harvesting. After the experiments, cells were fixed for immunofluorescence as described below, harvested for RNA and protein with SKP buffer with β-mercaptoethanol per protocol (Norgen), or for protein with lysis buffer with PhosSTOP (Sigma-Aldrich) as described (15).

### Glucose stimulated insulin secretion.

100 IEQ of dispersed mouse islet cells were plated in 24 well plates and allowed to recover overnight. The following day, cells were transduced with the indicated adenoviruses and incubated in 15 mM glucose for 72 hours. Glucose-stimulated insulin secretion assays were performed as described before (3) with some modifications. Briefly, cells were washed twice and preincubated in Krebs buffer (10 mM HEPES, 1.19 mM MgSO_4_, 119 mM NaCl, 4.74 mM KCl, 1.19 mM KH_2_PO_4_, 2.54 mM CaCl_2_-2H_2_O, and 25 mM NaHCO_3_, pH 7.4, 95% O_2_) with 3% BSA and 2.8 mM glucose for 60 minutes at 37°C. Cells were then incubated in Krebs buffer with 1% BSA and 3 mM glucose, followed by Krebs buffer with 1% BSA and 20 mM glucose, each for 30 minutes at 37°C. After each glucose incubation, the buffer was removed and stored at –20°C for insulin analysis. Finally, cells were lysed in extraction buffer (0.18 M HCl in 70% ethanol), scraped from the wells, sonicated for 2 pulses (30/30 seconds, Ampl 30%) in a Q800R sonicator (Qsonica), and stored at –20°C for total insulin content analysis.

### Quantitative PCR.

RNA was isolated from dispersed islet experiments using the Norgen All-in-1 kit. cDNA synthesized with SuperScript IV VILO (Thermo Fisher Scientific) was amplified with PerfeCTa SYBR (VWR) using either Eppendorf or BioRad thermocyclers (15) and analyzed by the ΔΔCT method. Primers are in Supplemental Table 5.

### Western blotting.

Immunoblots were performed as described (15). Briefly, dispersed islet cells were harvested either with the Norgen All-in-1 kit or with Lysis Buffer (0.5M Tris pH 6.8, 10% SDS, 100mM DDT, 10mg/ml APMSF, and protease inhibitor), both supplemented with PhosSTOP (Sigma-Aldrich). Protein lysates were separated by SDS-PAGE, transferred to PVDF membrane (BioRad), and blocked in either 5% milk or BSA (w/v) in PBS with 0.1% Tween-20. Primary antibodies used are described in Supplemental Table 6. Data was collected on film or using a BioRAD gel doc station, using ECL (Thermo Fisher Scientific), ECL Prime (GE Healthcare), or SuperSignal West Femto (Thermo Fisher Scientific), and bands were quantified using ImageJ. See complete unedited blots in the supplemental material.

### Cultured islet cell immunofluorescence.

Dispersed mouse islets were fixed in 4% PFA for 10 minutes and stored in PBS at 4°C. Fixed cells on coverslips were immunostained as described (15). Briefly, coverslips were blocked in goat serum–based block plus 0.1% Triton-X, then stained with the following antibodies: Insulin (1:200; Dako) and FOXO1 (1:50; Cell Signaling Technology), followed by Alexa Fluor secondary antisera (Invitrogen), and coverslips were mounted onto slides using FluoroshieldÔ with Dapi (Sigma-Aldrich). Coverslips were imaged on either a Leica SP-5 Laser Scanning Confocal Fluorescence microscope, TissueGnostics Fluorescence Slide Scanner, or a Nikon TE2000-E2 inverted microscope. Quantification of nuclear FOXO1 was performed by a blinded individual utilizing a trinary scoring system.

### Statistics.

Data were analyzed using GraphPad Prism. Data are represented as mean SEM unless specified otherwise. *P* values were calculated using 2-tailed *t* test, 1-way ANOVA, or 2-way ANOVA, as specified. *P* < 0.05 was considered significant.

### Study approval.

All mouse studies were approved by the Institutional Animal Care and Use Committees of the University of Pittsburgh, University of Massachusetts Medical School, and Weill Cornell Medicine.

### Data availability.

The RNA-Seq data are available in the GEO database under accession number GSE235129. All other data are available in the Supporting data values XLS file.

## Author contributions

RES performed the majority of the experiments, contributed to study design and conceptualization, data analysis, data interpretation, funding acquisition, and manuscript preparation. HVLG performed Western blots, qPCR, and insulin secretion assays. RBS contributed to the in vivo metabolic studies and assisted with the RNA-seq studies. CD performed some histology and microscopy experiments. DR performed the initial RNA-seq data analyses. SGR provided the *CDK4-R24C* mice as well as intellectual contributions to data interpretation. LCA conceptualized the study and contributed to data analysis and interpretation, funding acquisition, and manuscript preparation. All authors had the opportunity to review and edit the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supporting data values

## Figures and Tables

**Figure 1:**
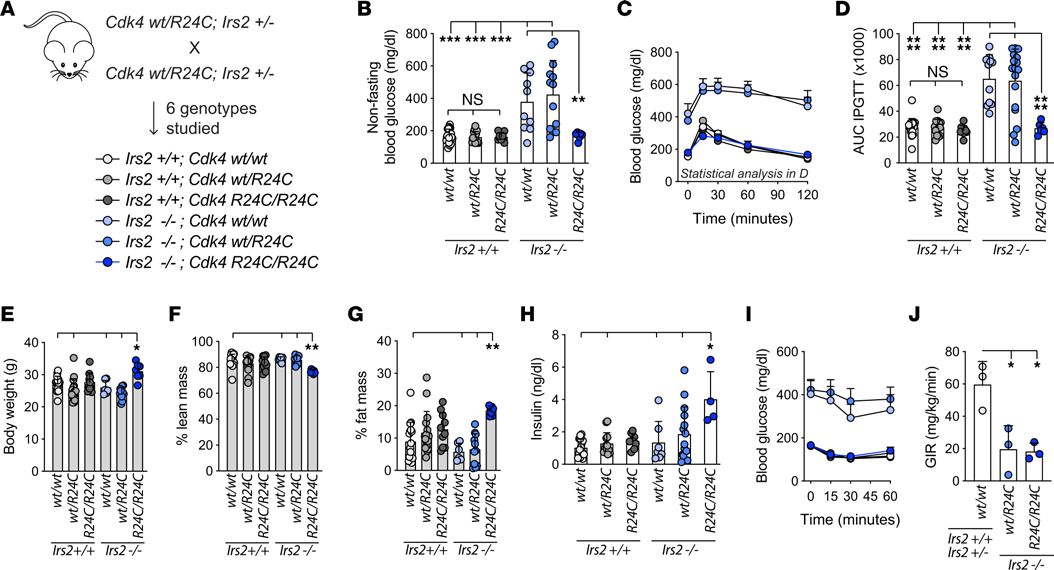
Homozygous replacement of *Cdk4* with *Cdk4-R24C* rescued diabetes in *Irs2^–/–^* male mice. (**A**) Breeding dams and sires doubly heterozygous for *Cdk4-R24C* (whole body knockin) and the *Irs2^–/–^* allele (whole-body KO) produced littermate 8–12 week experimental mice of the genotypes shown. *Irs2^+/–^* progeny were not studied. (**B**–**D**) Nonfasting blood glucose (*n* ≥ 7) (**B**), and blood glucose time course (*n* ≥ 6) (**C**) and AUC (*n* ≥ 6) (**D**) after i.p. glucose challenge. (**E**–**G**) Body composition analysis by 1H-MRS Echo-MRI with body weight (*n* ≥ 6) (**E**), percentage lean mass (*n* ≥ 6) (**F**), and percentage fat mass (*n* ≥ 6) (**G**). Circulating plasma insulin levels (*n* ≥ 4) (**H**) were measured by ELISA. Glycemic response to i.p. insulin challenge (*n* ≥ 6) (**I**) was difficult to interpret due to markedly different baseline values. (**J**) Hyperinsulinemic euglycemic clamp showed that insulin resistance in *Irs2^–/–^* mice was not rescued by homozygous *Cdk4-R24C* (*n* = 3). Only male mice shown here; for females see Supplemental Figure 1. Statistics by 1-way (ANOVA with Tukey’s posthoc test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
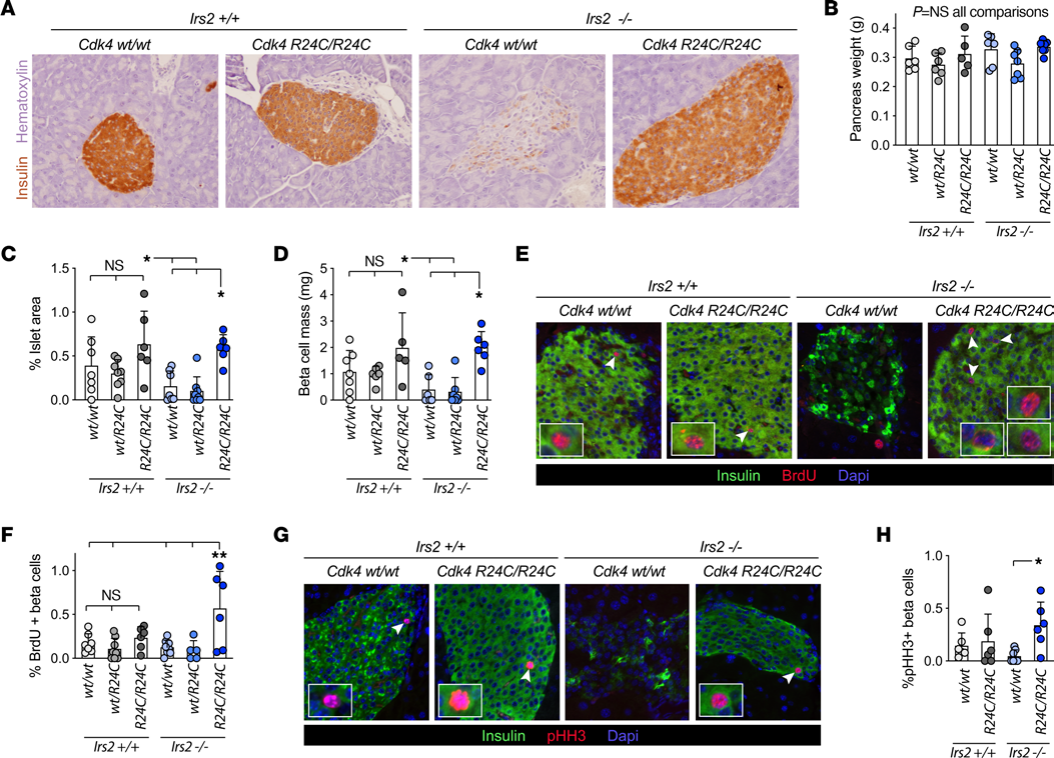
*Cdk4-R24C* rescued β cell mass and proliferation in *Irs2^–/–^* mice. (**A**) Pancreas of adult male mice immunostained for insulin (brown) and counterstained with hematoxylin (purple). (**B**–**D**) (*n* ≥ 5): Wet weight of dissected pancreas before fixation (**B**) was multiplied by the percentage islet area (**C**) to estimate β cell mass (**D**). (**E** and **F**) (*n* ≥ 5) Images from BrdU (red), insulin (green) and Dapi (blue) stained sections (**E**) were used to quantify the percentage of insulin-positive cells that had BrdU^+^ nuclei (**F**). (**G** and **H**) (*n* ≥ 6) Images from pHH3 (red), insulin (green) and Dapi (blue) stained sections (**G**) were used to quantify the percentage of insulin^+^ cells that had pHH3^+^ nuclei (**H**). Images in **A**, **E**, and **G** are representative of *n* ≥ 5 experiments. Original magnification, ×200 (**A**, **E**, and **G**). Statistics by 1-way ANOVA with Tukey’s posthoc test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 3:**
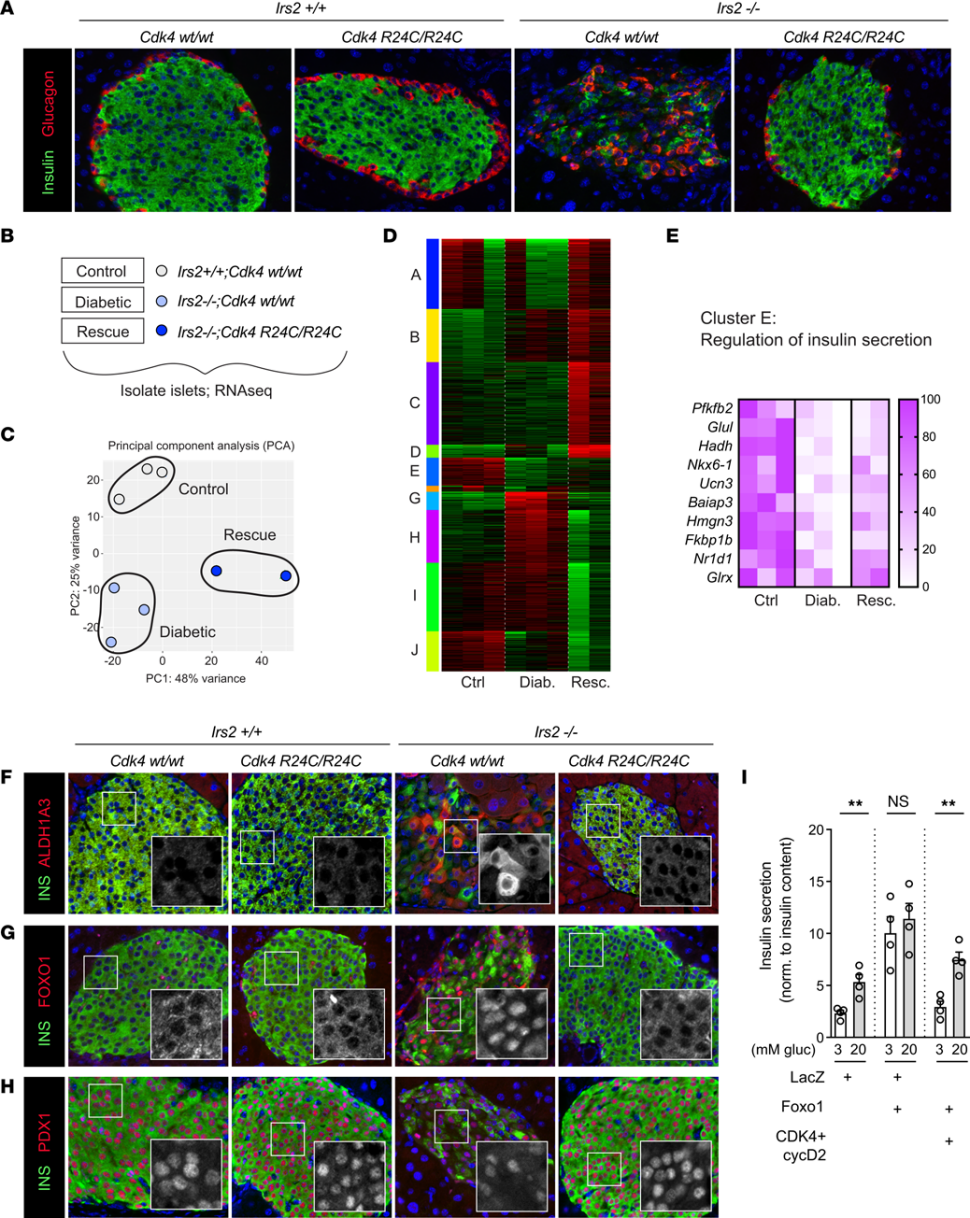
*Cdk4-R24C* corrected β **cell dedifferentiation in** ***Irs2^–/–^*** **islets.** (**A**) Pancreas sections stained for insulin (green) and glucagon (red). (**B**–**E**) Bulk RNA-Seq of islets isolated from Control (*Irs2^+/+^*;*Cdk4*-*WT/WT) (n* = *3)*, Diabetic *(Irs2*^–/–^;*Cdk4*-*WT/WT) (n* = *3)*, and Rescue (*Irs2*^–/–^;*Cdk4*-*R24C/R24C)* (*n* = 2) genotypes. Principal component analysis showed clean partitioning of the genotypes (**C**). K-means clustering (**D**) revealed 3 clusters in which mRNA abundance was disrupted during decompensation (Diabetic) and partially recovered (Rescue). Cluster E, containing genes that were reduced in *Irs2*^–/–^; *Cdk4*-*WT/WT* (Diabetic) mice and partially restored in *Irs2*^–/–^;*Cdk4*-*R24C/R24C* (Rescue) mice, shown in the heat map in (**E**) mapped to the GO term regulation of insulin secretion. (**F**–**H**) Pancreas sections immunostained for insulin (green), dapi (blue), and ALDH1A3 (**F**), FOXO1 (**G**), or PDX1 (**H**) (all red) confirm that β cell dedifferentiation signature in *Irs2^–/–^* male mice was rescued by homozygous *Cdk4-R24C*. Grayscale insets reflect red-channel immunofluorescence in (**F**–**H**). (**I**) Glucose stimulated insulin secretion performed on dispersed mouse islet cells transduced with the indicated adenoviruses, normalized to insulin content (*n* = 4). Images in **A** and **F**–**H** are representative of *n* ≥ 2 experiments. Original magnification, ×200(**A** and **F**–**H**). Statistics by *t* test; **P < 0.01.

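The genes of clusters G and H of Supplemental Table 1 were higher in Diabetic islets, and those of cluster E lower. Of the 84 cluster G genes found in the deposited values, 64 were called higher in Diabetic than in Control and 58 lower in Rescue than in Diabetic with limma, at medians of 1.23 and −1.04 on the log2 scale. Of 276 cluster H genes, 29 and 198 were called, at medians of 0.56 and −0.87. Against Control, Rescue stood at a median of 0.22 for cluster G, −0.35 for cluster H and −0.57 for cluster E. Among the clusters outside these patterns, cluster D, whose terms in Supplemental Table 2 are of immune cells, had 1 of 89 genes called in Diabetic against Control and 85 called higher in Rescue than in Diabetic (medians 0.24 and 1.71). Cluster A, the RNA splicing cluster, had a median of −0.48 in Diabetic against Control with 0 of 313 genes called, and 0.78 in Rescue against Diabetic with 31 called. Cluster C had 306 of 348 genes called higher in Rescue (median 0.96). The table was read for 1998 of its 2000 genes, and each cluster was formed on these libraries, so the counts describe the clusters and do not test them.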

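Against Control, *Fkbp1b*, *Glul* and *Hadh* stayed lower in Rescue islets. The log2 difference of Rescue minus Control was −1.06 for *Fkbp1b* (adjusted p = 0.00356, limma), −0.84 for *Glul* (adjusted p = 0.0114) and −1.06 for *Hadh* (adjusted p = 0.00833). The last 2 were not called without Rescue 1 (adjusted p = 0.0951 and 0.0905). *Slc2a2*, which is not in the list, was at −2.11 (SE 0.38, adjusted p = 0.00420). *Nkx6-1* and *Ucn3* were at −0.49 and −0.45 and *Baiap3* at −0.91 (adjusted p = 0.279, 0.367 and 0.103), and these were not called, though *Baiap3* was without Control 4 (−1.23, adjusted p = 0.0292). The median of the 10 insulin secretion genes was −0.63, with 3 called lower (3 adjusted over the list alone, camera adjusted p = 0.00220, and adjusted p = 0.333 with an estimated correlation). Without Rescue 2, which leaves 1 Rescue library, camera did not call the list and the median was −0.73.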

**Figure 4:**
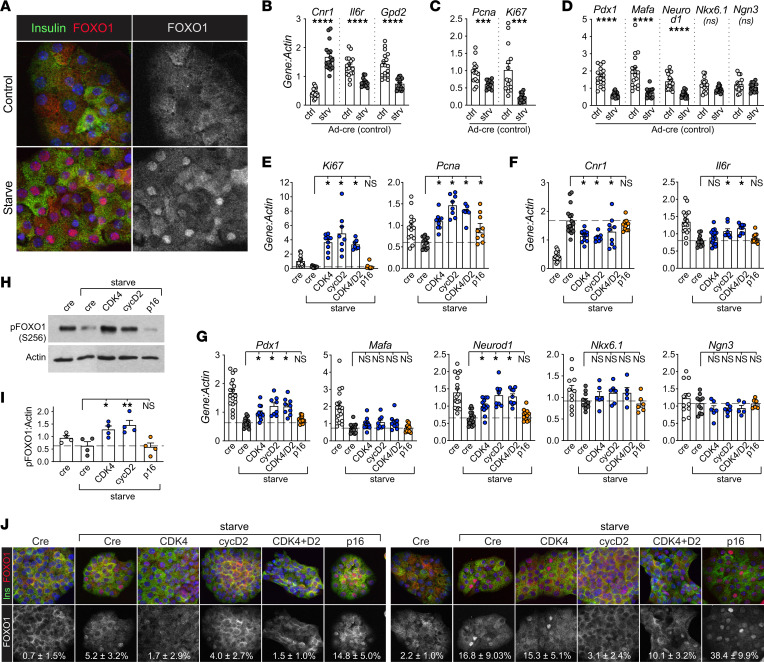
CDK4 suppresses starvation-induced FOXO1 activity in mouse islet cells. (**A**) Dispersed mouse islet cells cultured in islet complete medium (15 mM glucose, 10% FBS, control) or starve medium (2 mM glucose, 0% FBS) for 16 hours were fixed, immunostained for FOXO1 (red), insulin (green), and Dapi (blue), and imaged by confocal microscopy. (**B**–**G**) Dispersed mouse islet cells transduced with the indicated adenoviruses were cultured as in **A**, then lysed for qPCR for known FOXO1 target genes (*n* ≥ 12) (**B**), proliferation markers (*n* ≥ 12) (**C**), and β cell differentiation genes (*n* ≥ 12) (**D**). (**E**–**G**) Transduction with CDK4 activators (Ad-h-CDK4, Ad-m-cyclinD2, and Ad-h-Cdk4+Ad-m-cyclinD2), or CDK4 inhibitor (Ad-m-p16) showed that activating CDK4 rescued abundance of proliferation markers (*n* ≥ 7) (**E**), rescued 2 of 3 FOXO1 targets (*n* ≥ 8) (**F**), and rescued *Pdx1* (*n* ≥ 8) and *Neurod1* (*n* ≥ 8) expression but not *Mafa* (*n* ≥ 8). *Nkx6.1* (*n* ≥ 5) and *Ngn3* (*n* ≥ 5) were not changed by starvation or CDK4 overexpression (**G**). Data in **B**–**D** are the controls from **E**–**G**, presented separately for clarity. (**H** and **I**) (*n* ≥ 4) Ad-h-CDK4 or Ad-m-cyclinD2 increased phosphorylation of FOXO1 in dispersed mouse islet cells exposed to starve conditions (**H**), but Ad-m-p16 did not, quantified in (**I**). Confocal microscopy (**J**) with quantification of the percentage β cells with nuclear FOXO1 showed nuclear FOXO1 was variably reduced by CDK4 activation. Top and bottom panels show 2 different biological replicates illustrating variability of nuclear FOXO1 abundance. Grayscale panels represent red-channel (FOXO1) immunofluorescence. Dashed lines represent mean starve control condition. Images in **A** and **J** are representative of *n* ≥ 4 experiments. Original magnification, ×400 (**A** and **J**). Statistics by *t* test (**B-D**) or 1-way ANOVA (**E**–**I**) with Tukey’s posthoc test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 5:**
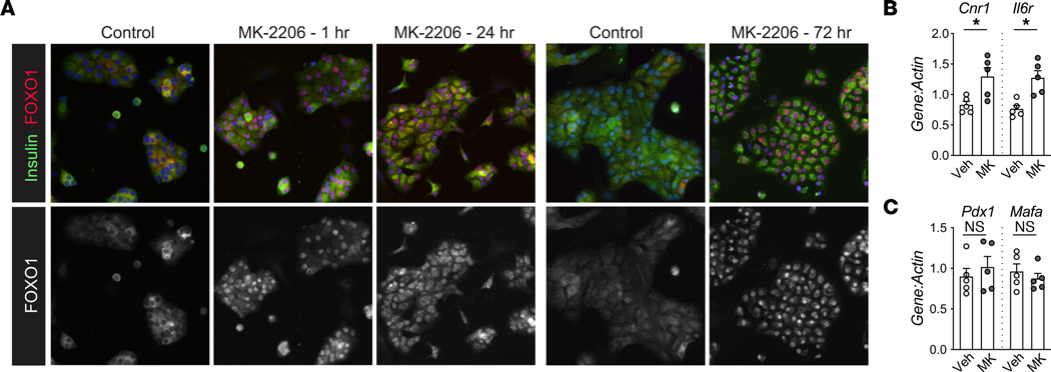
Forced nuclear accumulation of FOXO1 is not sufficient to repress *Pdx1*. (**A**–**C**) Dispersed mouse islet cells cultured in ICM with 15 mM glucose were treated with AKT inhibitor MK-2206 (5 uM) for the indicated durations, then fixed, immunostained for insulin (green), FOXO1 (red), and DAPI (blue), and imaged by fluorescence microscopy, with the red (FOXO1) channel displayed separately below in grayscale (**A**) or lysed for qPCR (72 h) to measure FOXO1 target gene expression (*n* = 5) (**B**) or β cell maturation genes (*n* = 5) (**C**). Images in **A** are representative of *n* = 2 experiments. Original magnification, ×200 (**A**). Statistics are by unpaired *t* test. *P < 0.05.

**Figure 6:**
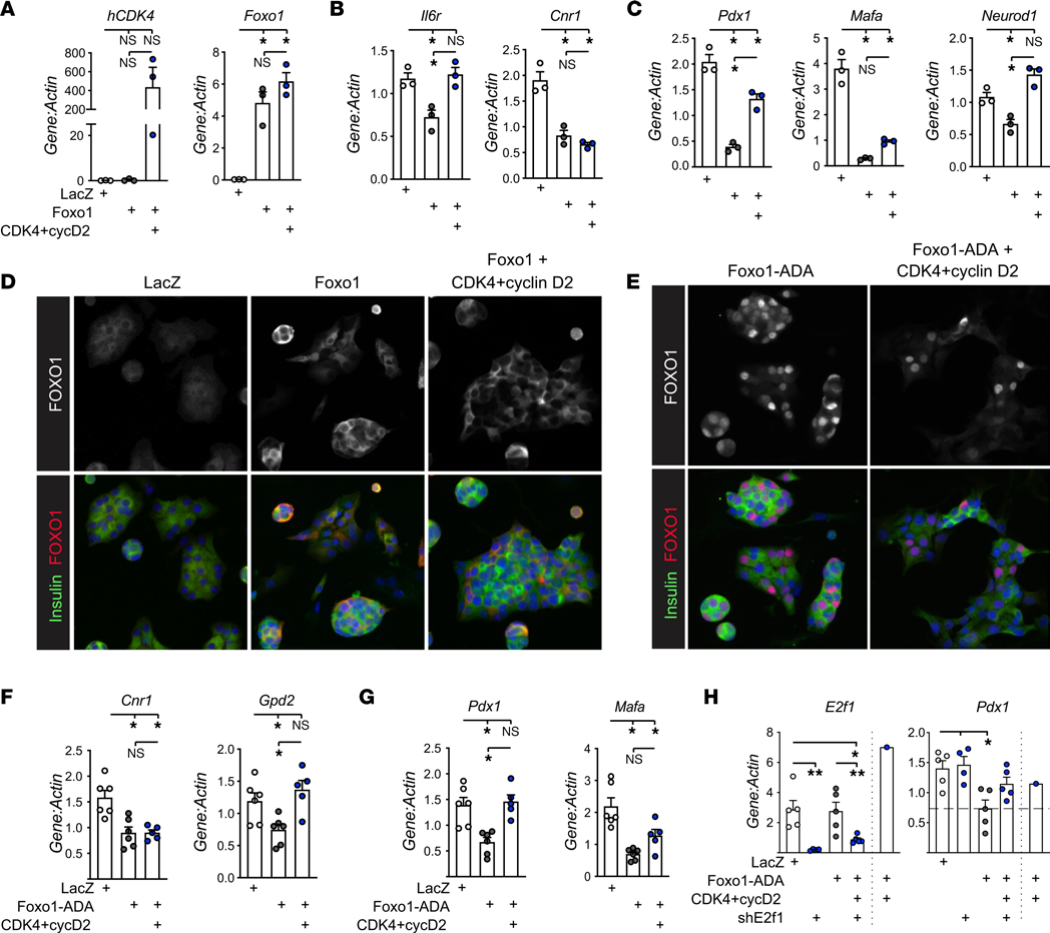
CDK4 rescues FOXO1-mediated *Pdx1* suppression even with an unphosphorylatable FOXO1-ADA mutant. (**A**–**D**) Dispersed mouse islet cells were transduced with Ad-LacZ control, Ad-m-Foxo1, and/or Ad-h-CDK4 with Ad-m-cyclin D2, cultured for 72 hours in ICM with 15 mM glucose, then analyzed by qPCR for (**A**) *hCDK4* or *Foxo1* to assess transduction (*n* = 3), (**B**) FOXO1 targets (*n* = 3), or (**C**) β cell differentiation genes (*n* = 3); (**D**) parallel cultures on glass coverslips were immunostained for insulin (green), FOXO1 (red) and DAPI (blue) to assess FOXO1 localization in β cells. (**E**–**G**) Dispersed mouse islet cells were transduced with Ad-LacZ (control), Ad-m-FOXO1-ADA (unphosphorylatable mutant), and Ad-h-CDK4 + Ad-m-cyclinD2, cultured for 72 hours in ICM with 15 mM glucose, and subjected to (**E**) immunostaining for insulin (green), FOXO1 (red), and DAPI (blue) to assess FOXO1 localization in β cells, or qPCR for (**F**) FOXO1 targets (*n* ≥ 5) or (**G**) β cell differentiation genes (*n* ≥ 5). (**H**) Dispersed mouse islet cells transduced with the indicated adenoviruses for 72 hours in ICM with 15 mM glucose were lysed for qPCR for *E2f1* (*n* ≥ 4) or *Pdx1* (*n* ≥ 4). CDK4+CycD2 (*n* = 1) is shown for comparison but not included in the statistical analysis. Images in **D** and **E** are representative of *n* ≥ 2 experiments. Original magnification, ×200 (**D** and **E**). Statistics are by 1-way ANOVA with Tukey’s posthoc test, *P < 0.05.

**Figure 7:**
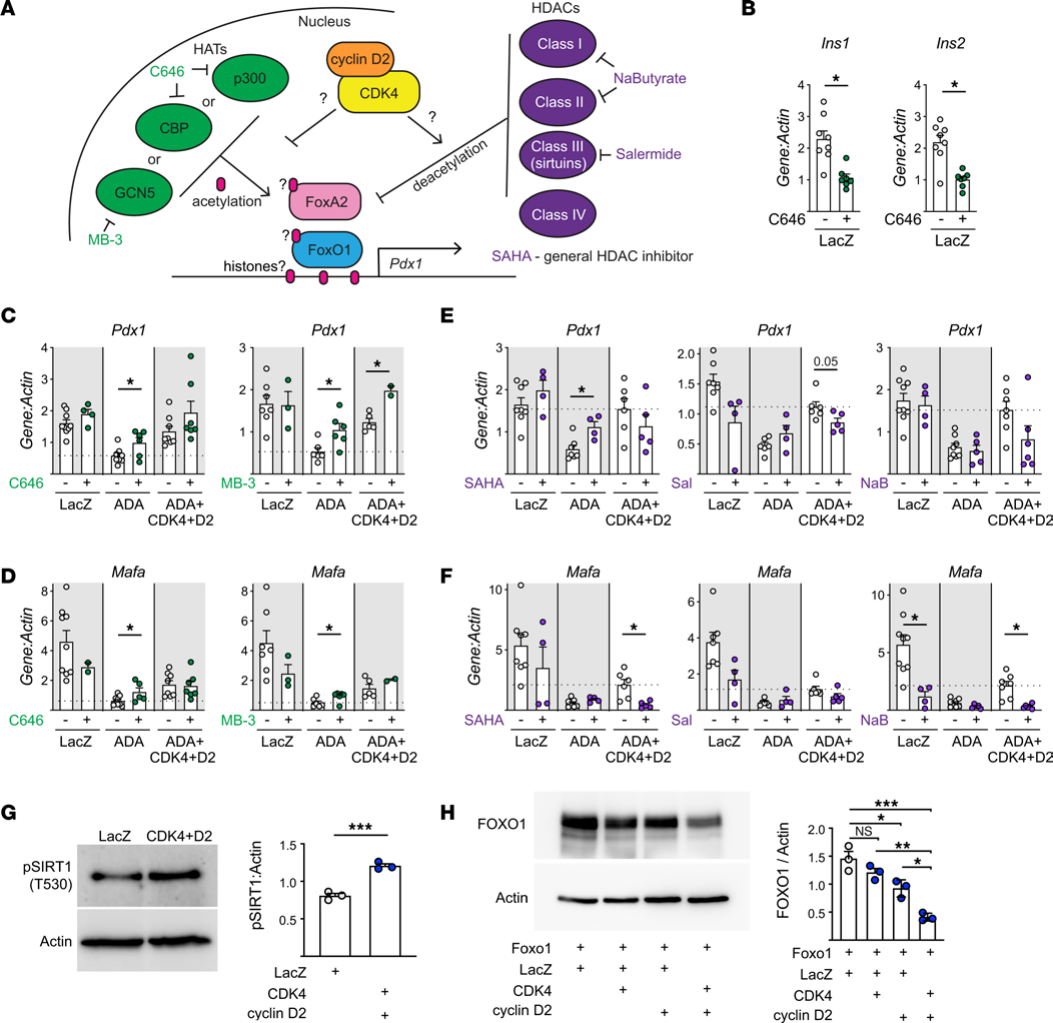
CDK4 rescue of FOXO1 *Pdx1* and *Mafa* suppression is modulated by acetylation. (**A**) Model expressing the hypothesis that CDK4 influences acetylation of key players at the *Pdx1* locus, with diagram of HATs and their inhibitors (green) and HDACs and their inhibitors (purple). (**B**–**F**) Dispersed mouse islet cells were transduced with the indicated adenoviruses, then cultured for 72 hours with or without the indicated HAT (**B**–**D**) (*n* = 2–9) or HDAC (**E** and **F**) (*n* = 4–9) inhibitors, then analyzed by qPCR for *Pdx1* or *Mafa*. (**G**–**H**) (*n* = 3) Dispersed mouse islet cells were transduced with the indicated adenoviruses, cultured for 72 hours in ICM with 15 mM glucose, then lysed and analyzed by immunoblot. Statistics are by 1-way ANOVA with Tukey’s posthoc test (**B**–**F** and **H**) or by unpaired *t* test (**G**). *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 8:**
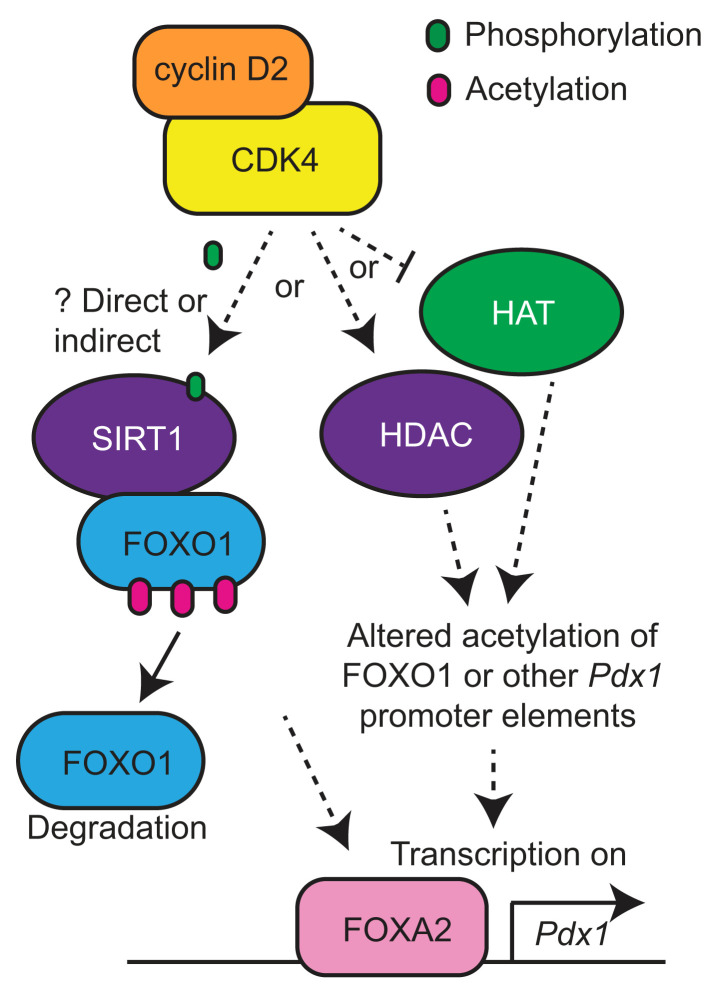
Model of how CDK4 may rescue FOXO1-mediated suppression of *Pdx1* transcription through deacetylation. Activation of the CDK4 kinase results in increased phosphorylation of the SIRT1 deacetylase, either through direct phosphorylation or indirectly, which may deacetylate FOXO1, resulting in degradation of FOXO1 and derepression of *Pdx1*. Alternatively or in addition, CDK4 may directly or indirectly inhibit HAT activity or promote activity of HDACs other than SIRT1 to derepress *Pdx1* gene transcription.

## Version 1 09/15/2023

Electronic publication

## Version 2 12/20/2023

fixed amount of NaCl in Krebs buffer in Methods

# Supplementary material for: Noncanonical CDK4 signaling rescues diabetes in a mouse model by promoting β cell differentiation
**Source:** J Clin Invest. 2023 Sep 15;133(18):e166490. doi: 10.1172/JCI166490
**Supplement:** Supplemental data

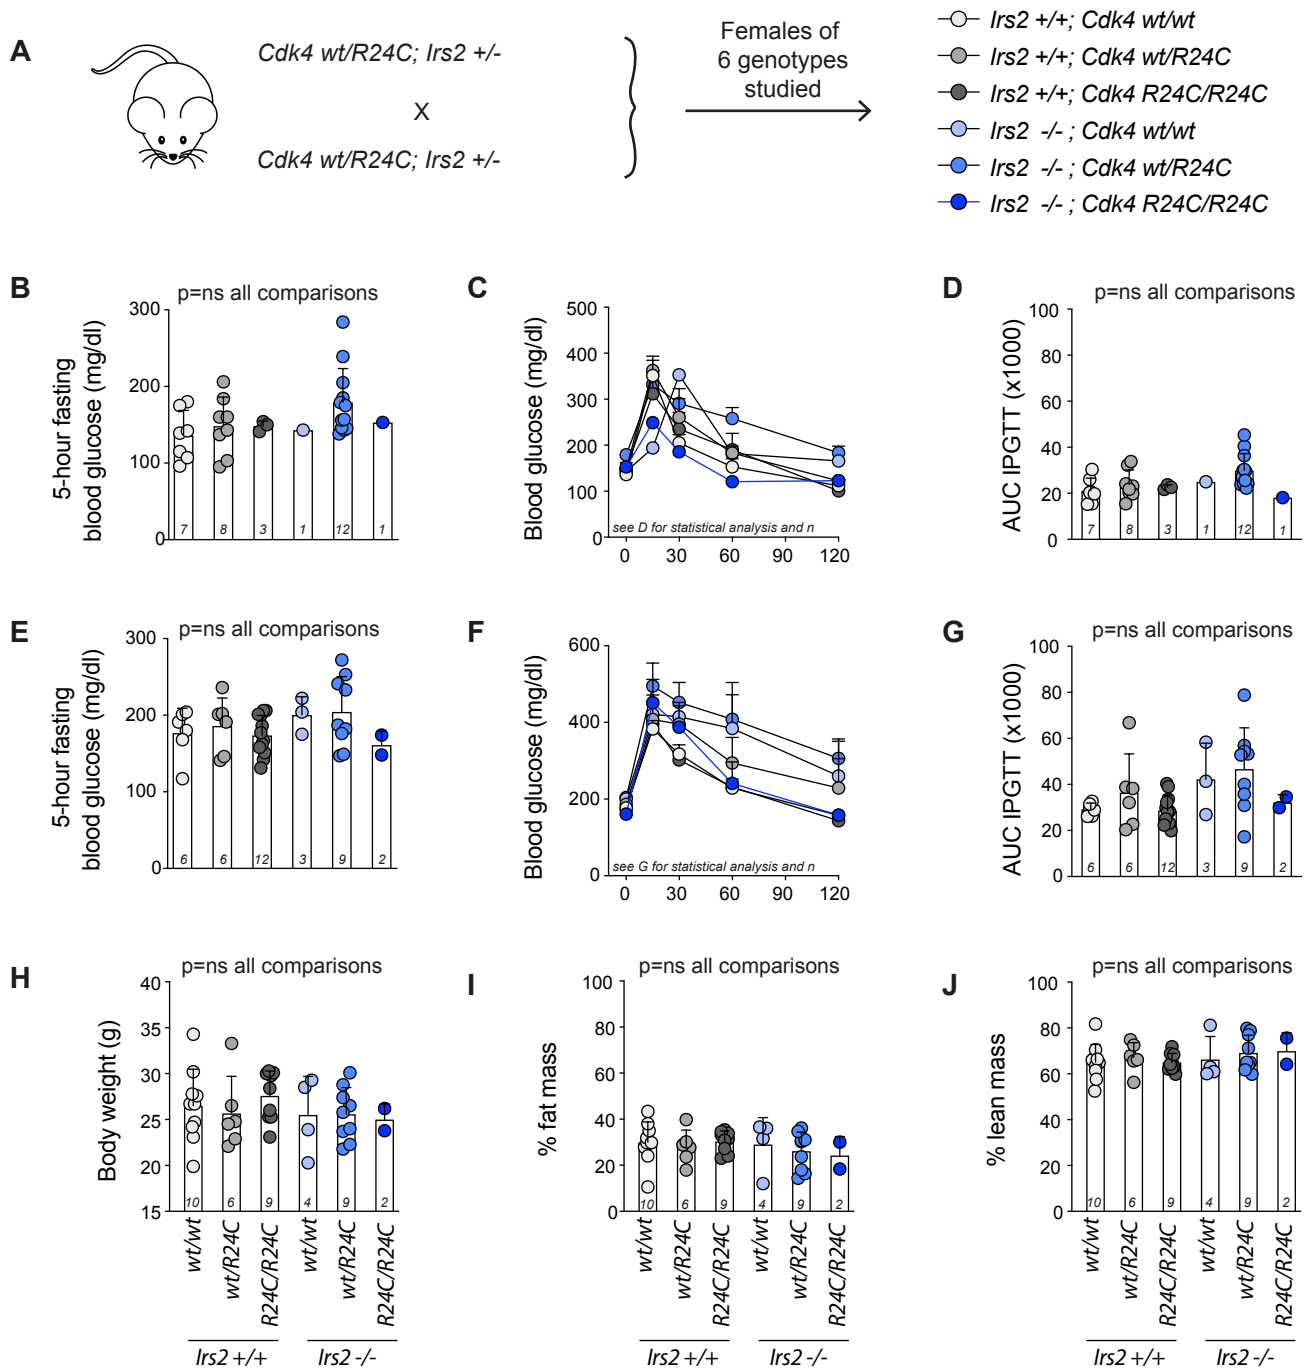

Supplemental Figure 1. Metabolic assessment of *Irs2*^{-/-} female mice without or with replacement of *Cdk4* with *Cdk4*-R24C. A: Breeding strategy and experimental genotypes. Panels B-D show data obtained from 14-week-old females fed regular chow: 5-hour-fasting blood glucose (B) and blood glucose time course (C) or AUC (D) after intraperitoneal glucose challenge. Number of replicates is shown for each genotype. Since *Irs2*^{-/-} females were not diabetic in normal chow conditions we stopped this experiment and repeated the study after 4 weeks of high fat feeding (E-J). Number of replicates is shown for each genotype. 5-hour fasting blood glucose did not identify hyperglycemia in *Irs2*^{-/-} females on HFD (E). Glucose challenge identified mild hyperglycemia in *Irs2*^{-/-}; *Cdk4*-wt/R24C females that was not statistically different from controls by ANOVA of AUC (G), so the experiment was stopped for futility to test for rescue by R24C/R24C since diabetes did not manifest in *Irs2*^{-/-} animals. Body composition analysis of females after 4 weeks HFD by 1H-MRS Echo-MRI found no difference in body weight (H), % lean mass (I) or % fat mass (J). Statistics are by one-way ANOVA with Tukey post-test. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001.

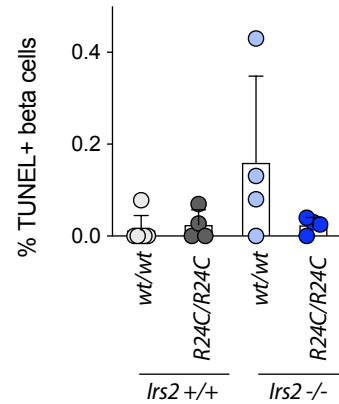

Supplemental Figure 2. TUNEL staining showed a non-significant reduction in apoptosis in *Cdk4-R24C/R24C* beta cells. Pancreas sections from male mice were labeled by TUNEL and immunostained for insulin and dapi, then blinded images quantified for the % of insulin+ cells that co-labeled for TUNEL (n ≥ 4). All comparisons nonsignificant with p>0.05.

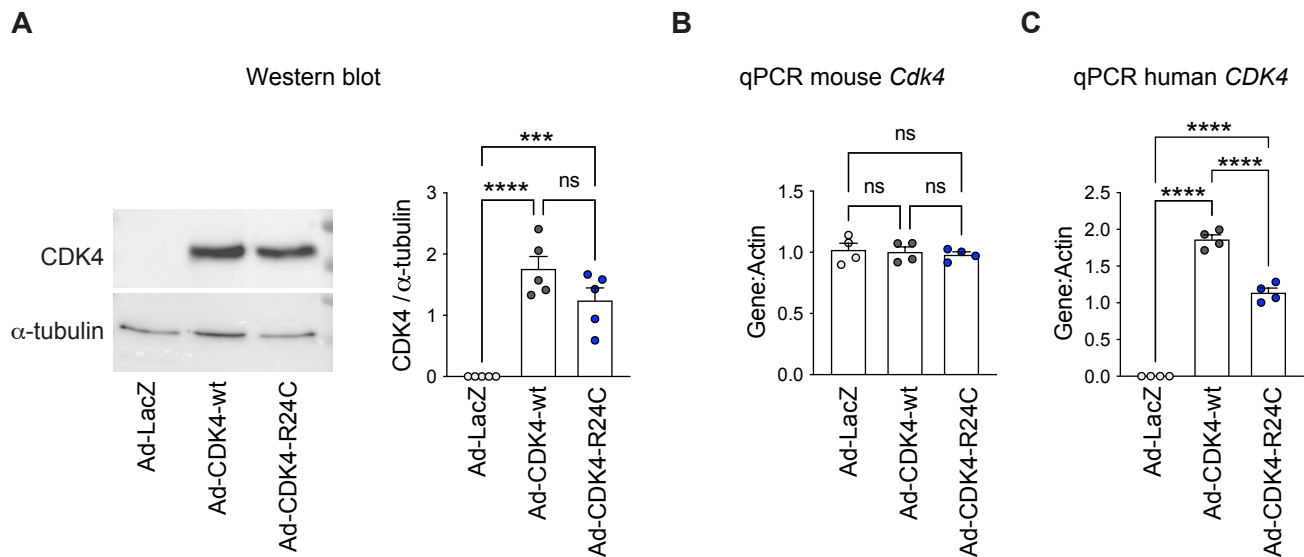

Supplemental Figure 3. Overexpression of WT and R24C variants of human CDK4 in mouse islet cells results in similar protein abundance. A-C: Dispersed mouse islet cells were transduced with the indicated adenoviruses, all with a multiplicity of infection (MOI) of 5, and cultured in 15 mM glucose for 72 hours, then lysed and processed for immunoblot (A) (n=5) or qPCR (B-C) (n=4). Statistics are by one-way ANOVA with Tukey post-test. ***p<0.001; ****p<0.0001.

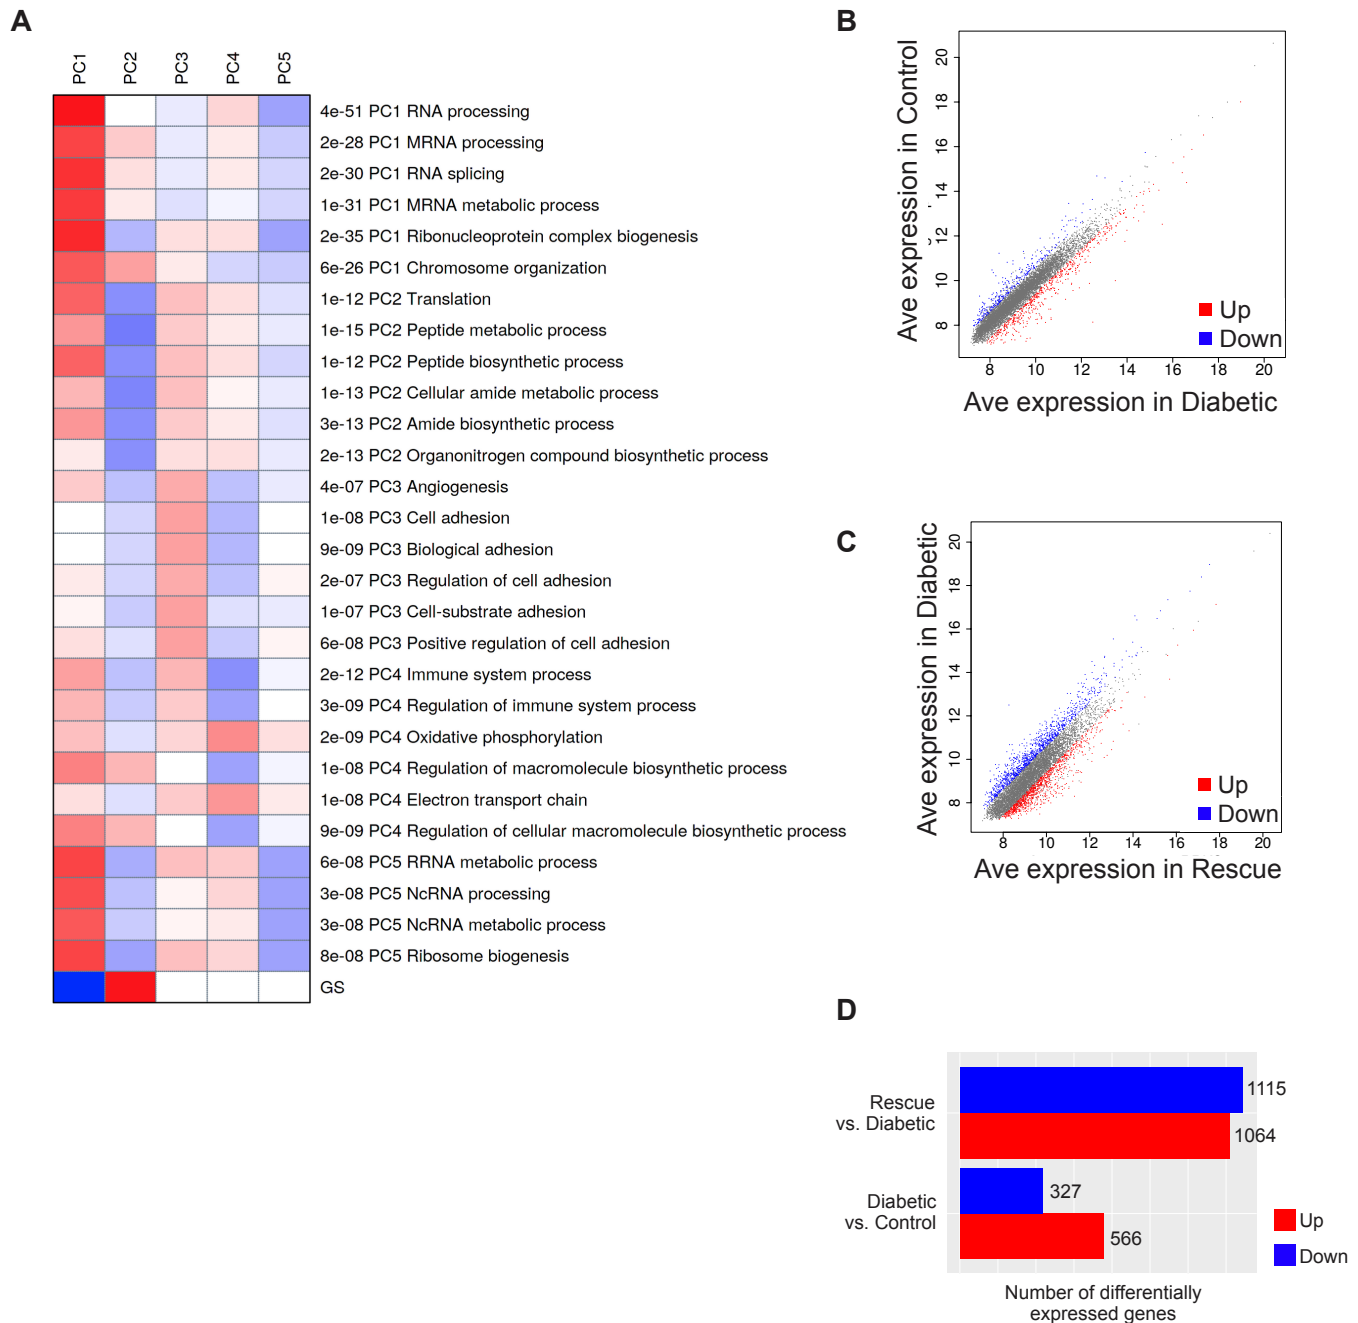

Supplemental Figure 4. RNA sequencing of whole islets directly after isolation revealed numerous gene expression changes between groups. A: Goes with the principal component analysis shown in Figure 3C. Intriguingly, PC1 is dominated by RNA processing related genes, and PC2 contains genes related to peptide biosynthesis. B-D: Scatterplots comparing *Irs2*^{+/+}; *Cdk4*-*wt/wt* (Control) versus *Irs2*^{-/-}; *Cdk4*-*wt/wt* (Diabetic) (B) or *Irs2*^{-/-}; *Cdk4*-*wt/wt* (Diabetic) versus *Irs2*^{-/-}; *Cdk4*-*R24C/R24C* (Rescue) (C) show numerous gene changes both upregulated and downregulated; changes are quantified in (D).

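*Rplp0*, a protein of the large ribosomal subunit, was 296 ± 19.3 RPKM in Control, 548 ± 87.3 in Diabetic (n = 3 each) and 571 ± 65.8 in Rescue (n = 2). Of 80 cytosolic ribosomal protein genes, 6 were called higher in Diabetic than in Control (43 adjusted over the list alone, median 0.43, camera adjusted p = 4.88e-26, and adjusted p = 0.334 with an estimated correlation). The 6 became 0 without any 1 of Control 1, Control 3, Control 4, Diabetic 1 or Diabetic 2, 11 without Diabetic 3 and 32 without Rescue 1 or without Rescue 2. For Rescue against Diabetic 54 were called higher (67 over the list alone, median 0.60, adjusted p = 5.53e-08, and 0.527 with an estimated correlation). The 54 became 14 and 12 under TMM and median-of-ratios scaling, 7 without Rescue 1, 20 without Diabetic 2 and 27 without Diabetic 3.

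The 40 splicing genes of cluster A, picked by the study from these libraries, had medians of −0.49 in Diabetic against Control and 0.98 in Rescue against Diabetic, with limma calling 0 and 4 of them (0 and 0 over the list alone). Camera gave adjusted p = 0.00956 and 0.0149, and adjusted p = 0.767 and 0.796 with an estimated correlation. The 4 became 1 without Control 3, 11 without Control 4, 30 without Diabetic 1, 2 without Rescue 2 and 0 without Diabetic 2, Diabetic 3 or Rescue 1. The camera call in Diabetic against Control was absent without Control 1 (0.284), Control 3 (0.0513), Diabetic 2 (0.128), Diabetic 3 (0.0639), Rescue 1 (0.0560) or Rescue 2 (0.0559), and that in Rescue against Diabetic without Diabetic 2 (0.0671), Diabetic 3 (0.0703) or Rescue 1 (0.161). The 20 nuclear-retained RNAs stood at a mean centred log2 value of 0.97, 0.56 and −1.17 in Control replicates 1, 3 and 4, 0.66, −1.33 and −1.29 in Diabetic replicates 1, 2 and 3, and 0.99 and 0.61 in Rescue, so that libraries of 1 genotype lay further apart than the genotypes' means. As a list they had camera adjusted p = 0.101 in Diabetic against Control and 0.0968 in Rescue against Diabetic, and 0.805 and 0.807 with an estimated correlation. Camera called them in Diabetic against Control without Control 4 (8.03e-05) or Diabetic 1 (0.000493), and in Rescue against Diabetic without Control 4 (0.0185), Diabetic 1 (0.00362) or Rescue 2 (0.0413).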

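How many genes are up and how many down depends on how the libraries are scaled. Of the Diabetic against Control calls, 38.6% were higher with the RPKM values as they are, and 67.1%, 67.8% and 61.8% after median-of-ratios, TMM and quantile scaling. Comparing Rescue with Diabetic, the percentages were 80.5 against 54.5, 58.8 and 43.3, and for Rescue against Control 76.7 against 60.9, 65.2 and 42.1. The median log2 difference of all genes was −0.12 for Diabetic against Control and 0.24 for Rescue against Diabetic, and median-of-ratios scaling moved it to −0.01 and 0.03. In Rescue against Control it was 0.08 and quantile scaling moved it to −0.13. Named genes with large differences kept their direction under each of these scalings: gastrin (*Gast*, log2 5.51, SE 0.68, adjusted p = 0.0106, limma) and casein (*Csn3*, 4.53, adjusted p = 0.0155) in Diabetic against Control, and the chromogranin *Chgb* (−2.39, adjusted p = 0.00781), the secretogranin *Scg3* (−2.12, adjusted p = 0.00148) and the antibody-cell gene *Mzb1* (4.44, SE 0.76, adjusted p = 0.00427) in Rescue against Diabetic. *Gast* was not called without Control 3 (adjusted p = 0.0571) or Diabetic 2 (0.0652), *Csn3* not without Control 1 (0.0502), Control 3 (0.0762), Control 4 (0.0535) or Diabetic 2 (0.0803), *Chgb* not without Rescue 1 (0.0855) and *Mzb1* not without Rescue 1 (0.0588).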

A

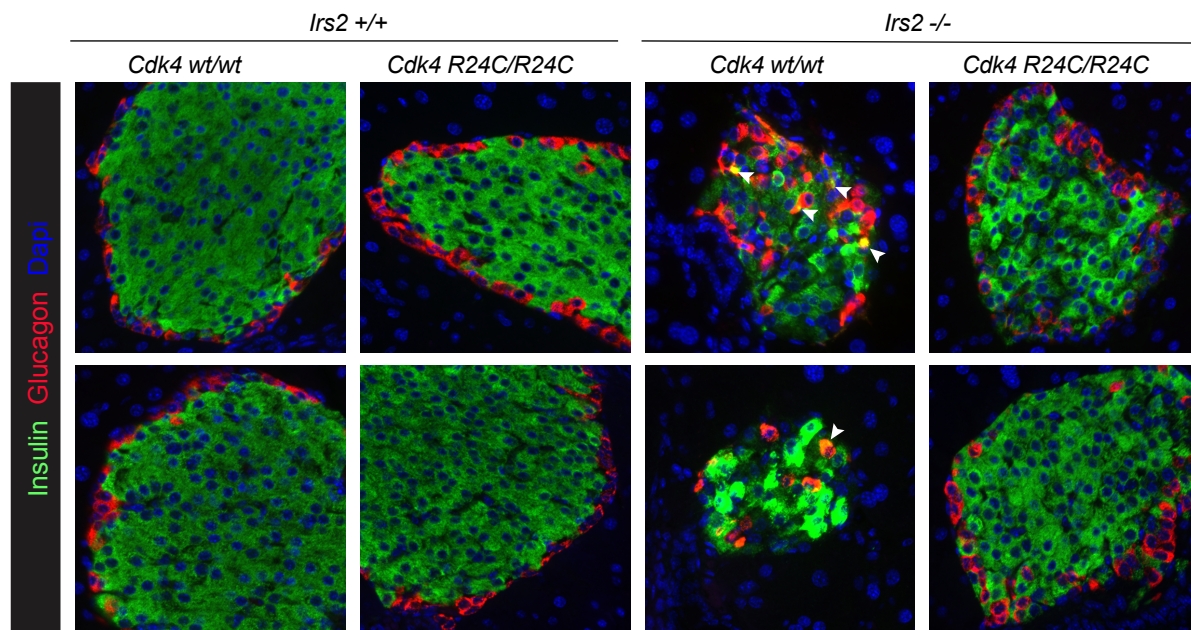

B

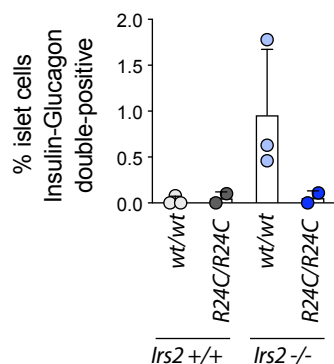

Supplemental Figure 5. Insulin-Glucagon double-positive cells observed in *lrs2*^{-/-} islets were rescued by *CDK4*-R24C. A: Pancreas sections from the indicated genotypes were immunostained for insulin, glucagon and dapi. Original magnification 200X. Representative images from two different animals from each genotype are shown. Some images in (A) are repeated from Figure 3A. B: Quantification revealed an increased number of insulin-glucagon double-staining cells in *lrs2*^{-/-} sections, which was restored to normal in *lrs2*^{-/-} mice with two alleles of *Cdk4* R24C, n=2-3.

Irs2^{-/-}; *Cdk4* wt/wt

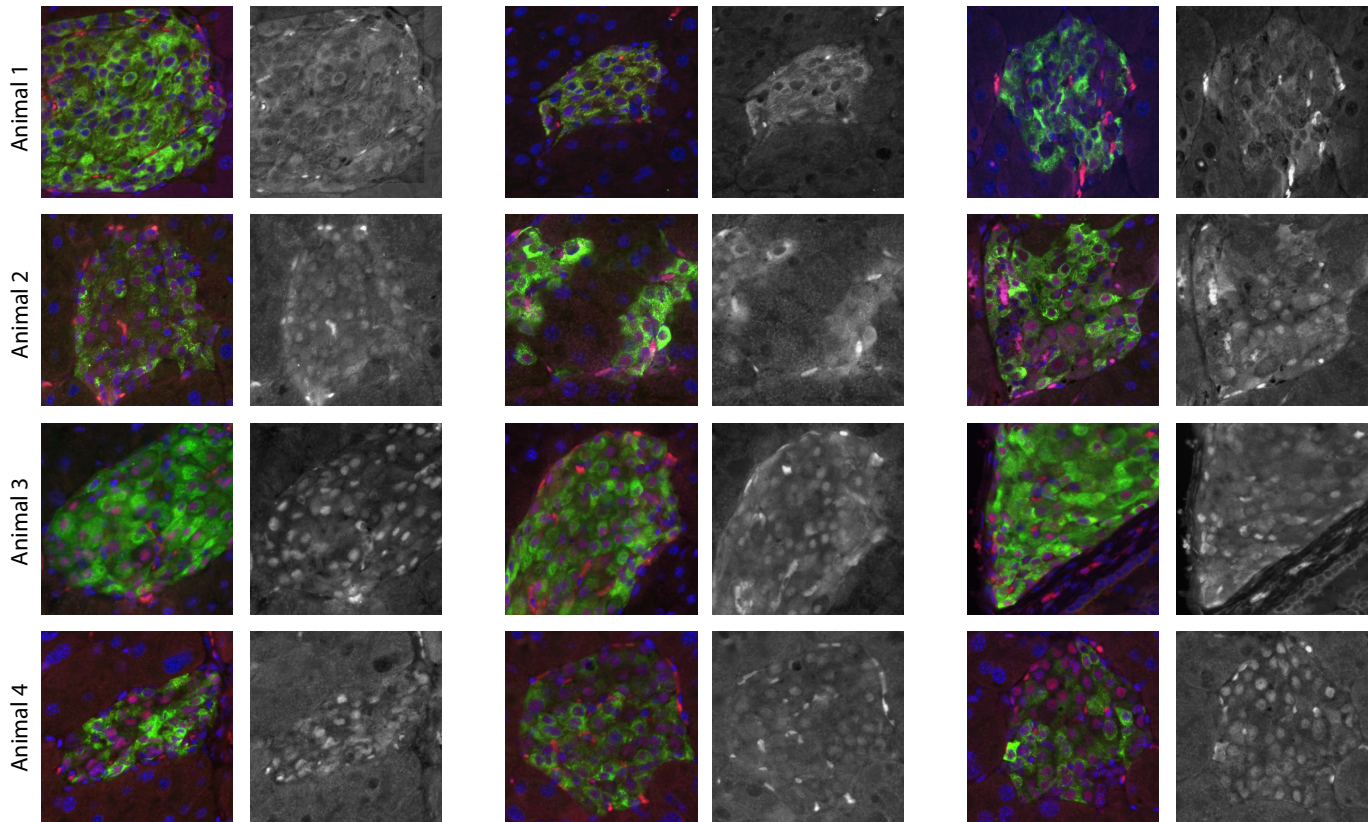

Irs2^{-/-}; *Cdk4* R24C/R24C

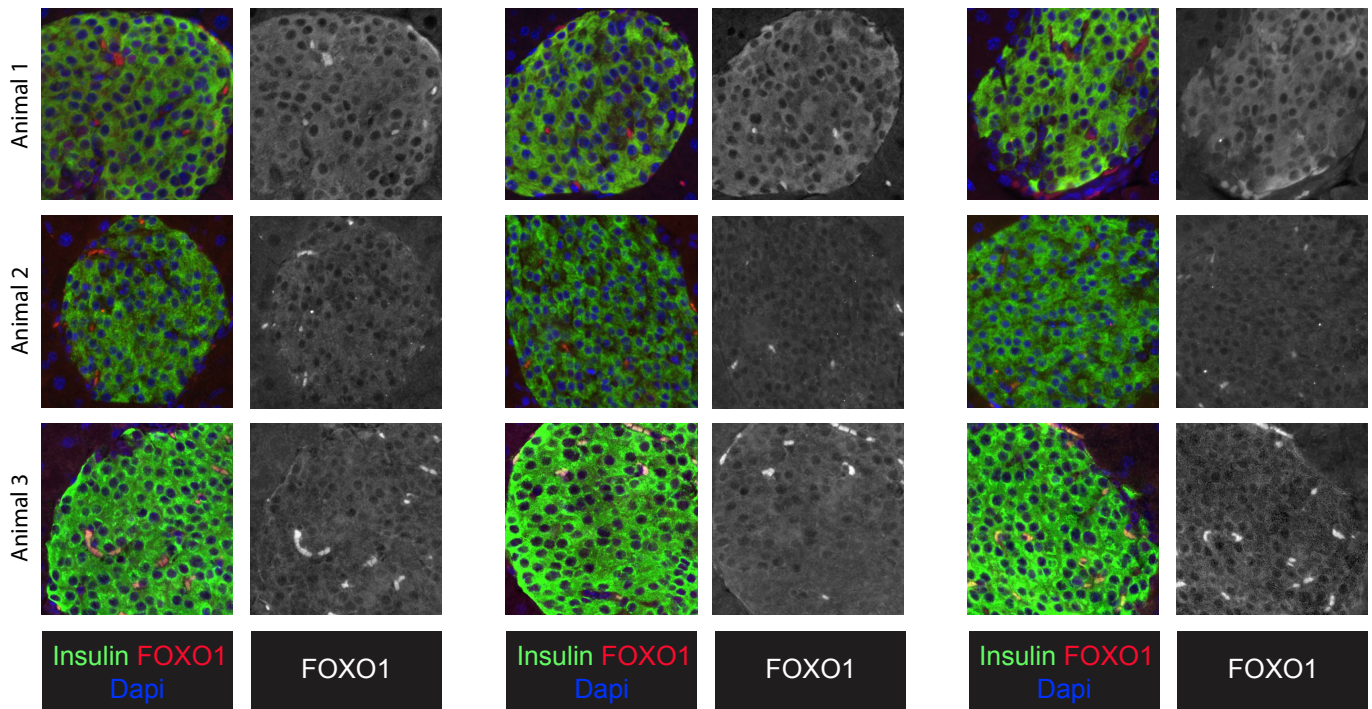

Supplemental Figure 6. FOXO1 localization is often nuclear in *Irs2*^{-/-} beta cells, but mostly excluded from nuclei in *Irs2*^{-/-}; *CDK4*-R24C/R24C beta cells. Pancreas sections from the indicated genotypes were immunostained for FOXO1 (red), insulin (green), and dapi (blue). Adjacent to each RGB image is a greyscale of FOXO1 alone. Original magnification 200X. Three representative islets from each animal are shown.

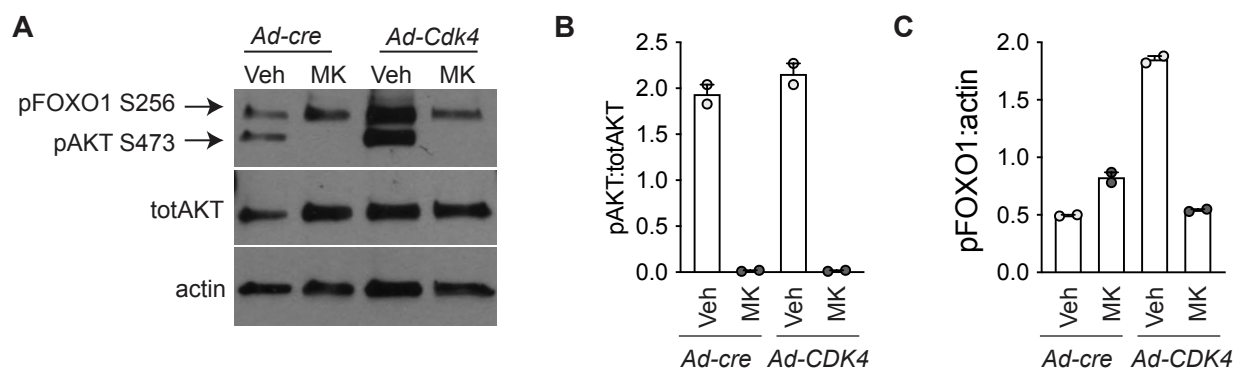

Supplemental Figure 7. CDK4 overexpression increases FOXO1 phosphorylation through an indirect mechanism that requires AKT. Mouse islet cells cultured in 15mM glucose were transduced with Ad-cre (control virus) or Ad-CDK4 for 48 hours, followed by 24h exposure to the MK-2206 AKT inhibitor or vehicle. (A) Lysates were subjected to immunoblotting with antisera against phosphorylated FOXO1 (S256), phosphorylated AKT (S473), total AKT, or Actin. Quantification showed that CDK4 overexpression did not alter the ratio of p-AKT to total AKT, and that MK-2206 reduced p-AKT regardless of CDK4 overexpression (B) (n=2). On the other hand, CDK4 overexpression markedly increased p-FOXO1 (C), but inhibition of AKT with MK-2206 completely prevented the CDK4-induced increase in p-FOXO1 (n=2).

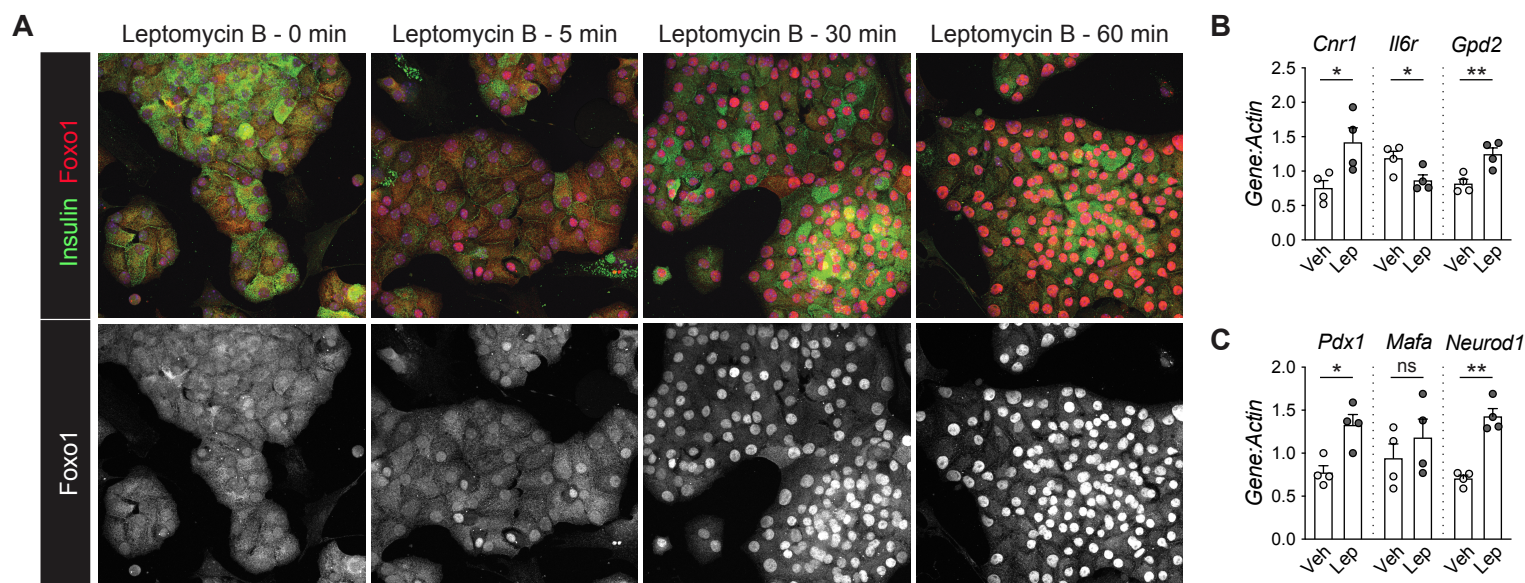

Supplemental Figure 8. Forced nuclear accumulation of FOXO1 is not sufficient to repress Pdx1. A: Dispersed mouse islet cells cultured in ICM with 15mM glucose were treated with nuclear export inhibitor Leptomycin B (100nM) for the indicated duration, then fixed, immunostained for insulin (green), FOXO1 (red) and DAPI (blue), and imaged by confocal microscopy. The red (FOXO1) channel is displayed separately below. Original magnification 400X. B-C: Dispersed mouse islet cells treated with Leptomycin B for 24 hours were analyzed by qPCR for FOXO1 targets (B) or beta cell maturation genes (C). (A) contains representative images; number of replicates is shown for all other panels. Statistics (B, C) are by unpaired T-test. * $p < 0.05$, ** $p < 0.01$.

For **Supplementary Tables 1 and 2** please see separate .xlsx files

Supplementary Table 3. Antibodies used for immunofluorescence

**Antibody**	**Dilution**	**Vendor**	**Cat No.**	**Unmasking**
ALDH1A3	1:100	Novus	NBP1-91657	Citrate
BrdU	1:200	Abcam	ab6326	HCl
FOXO1	1:100	Cell Signaling Technology	2880	Tris-EDTA
glucagon	1:100	Cell Signaling Technology	2760	N/A
insulin	1:200	Dako	A0564	N/A
PDX1	1:100	Abcam	ab47267	N/A
pHH3	1:100	Cell Signaling Technology	3377	Tris-EDTA

Supplementary Table 4. Adenoviruses used in the study, with multiplicity of infection (MOI). Final MOI was kept constant across all experiments; where viruses were combined, the MOI difference was made up with control virus. Mammalian species of origin are labeled as mouse (m) or human (h).

**Virus**	**MOI**
Control (Ad-Cre)	5-20
Control (Ad-LacZ)	5-20
Ad-h-CDK4	5
Ad-h-CDK4-R24C	5
Ad-m-Cyclin D2	5
Ad-m-Foxo1	10
Ad-m-Foxo1-ADA	10
Ad-m-p16	5
Ad-m-shE2f1	10

Supplementary Table 5. qPCR primers

**Gene**	**Forward**	**Reverse**
<i>Cdk4-mouse</i>	ATGGCTGCCACTCGATATGAA	TCCTCCATTAGGAAGTCTCACAC
<i>Cdk4-human</i>	CTGGTGTTTGAGCATGTAGACC	GATCCTTGATCGTTTCGGCTG
<i>Cnr1</i>	AAGTCGATCTTAGACGGCCTT	TCCTAATTTGGATGCCATGTCTC
<i>E2f1</i>	GCCCTTGACTATCACTTTGGTCTC	CCTTCCCATTTTGGTCTGCTC
<i>Foxo1</i>	TGCTGTGAAGGGACAGATTG	GAGTGGATGGTGAAGAGCGT
<i>Gpd2</i>	GAAGGGGACTATTCTTGTGGGT	GGATGTCAAATTCGGGTGTGT
<i>Il6r</i>	CCTGAGACTCAAGCAGAAATGG	AGAAGGAAGGTCGGCTTCAGT
<i>Ins1</i>	ACCTTTGTGGTCCTCACCTG	AGCTCCAGTTGTGGCACTTG
<i>Ins2</i>	TGTGGTTCTCACTTGGTGGA	CTCCAGTTGTGCCACTTGTG
<i>Ki67</i>	CTGCCTGCGAAGAGAGCATC	AGCTCCACTTCGCCTTTTGG
<i>Mafa</i>	GAGGAGGTCATCCGACTGAAA	GCACTTCTCGCTCTCCAGAAT
<i>Neurod1</i>	GCAGCTCTGGAGCCCTTCTT	GCGGCACCGGAAGAGAAGAT
<i>Ngn3</i>	CTGCGCATAGCGGACCACAGCTTC	CTTCACAAGAAGTCTGAGAACACCAG
<i>Nkx6.1</i>	CTTCTGGCCCGGAGTGATG	GGGTCTGGTGTGTTTTCTCTTC
<i>Pcna</i>	ACCTGCAGAGCATGGACTCG	GCAGCGGTATGTGTCTGAAGC
<i>Pdx1</i>	GATGAAATCCACCAAAGCTCA	GAATTCCTTCTCCAGCTCCA

Supplementary Table 6. Antibodies used for immunoblotting

**Antibody**	**Dilution**	**Vendor**	**Cat No.**
actin	1:2000	Sigma	MAB1501
α -tubulin	1:2000	Calbiochem	#CP06
CDK4	1:1000	Proteintech	#11026-I-AP
FOXO1	1:500	Cell Signaling Technology	#2280
pFOXO1 S256	1:500	Cell Signaling Technology	#84192
pSIRT1	1:500	Novus	JJ206-6

Full unedited gel for Figure 4H

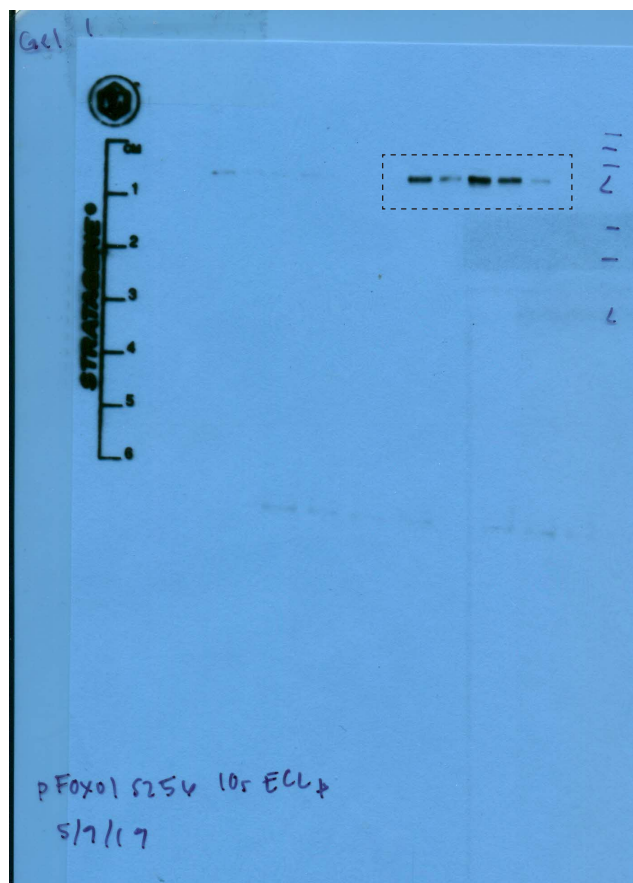

pFOXO1 S256

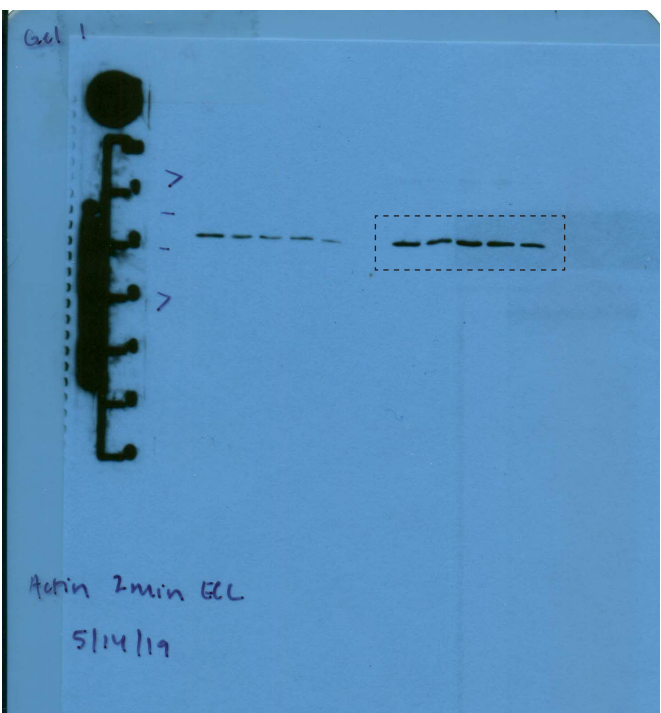

Actin

Full unedited gel for Figure 7G

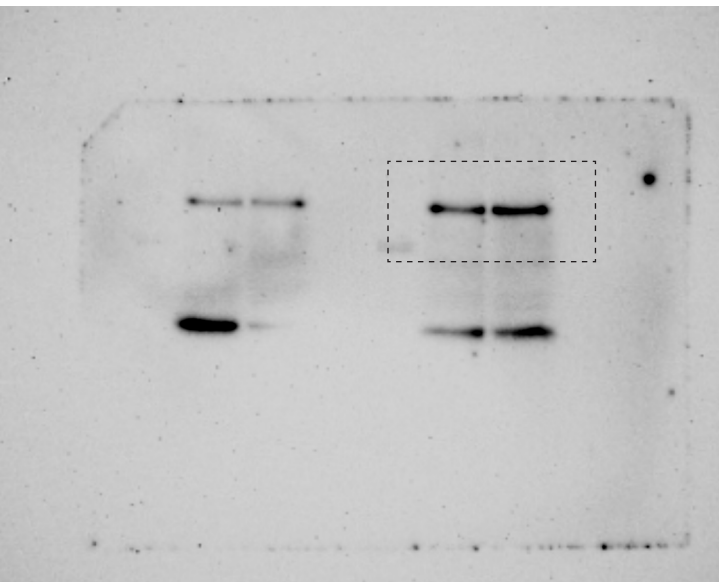

p-SIRT1

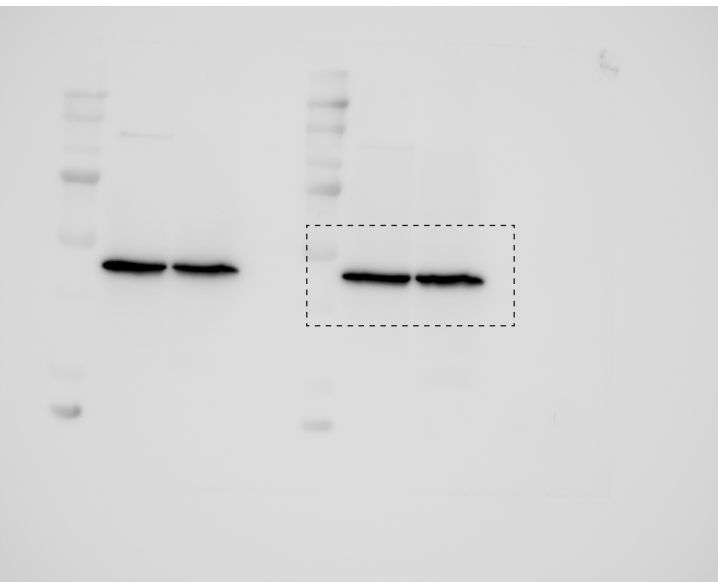

Actin

Full unedited gel for Figure 7H

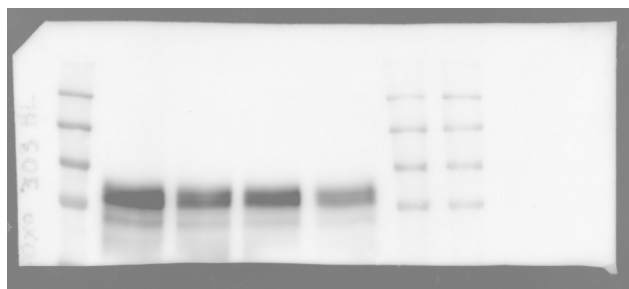

FOXO1- composite

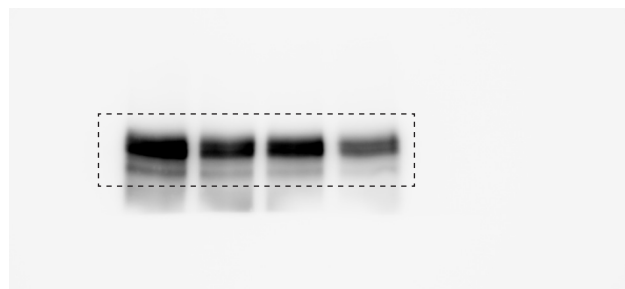

FOXO1- chemiluminescence

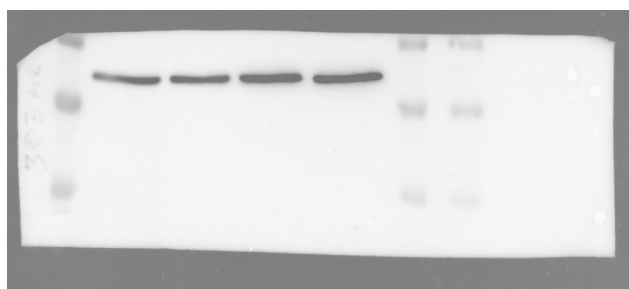

Actin- composite

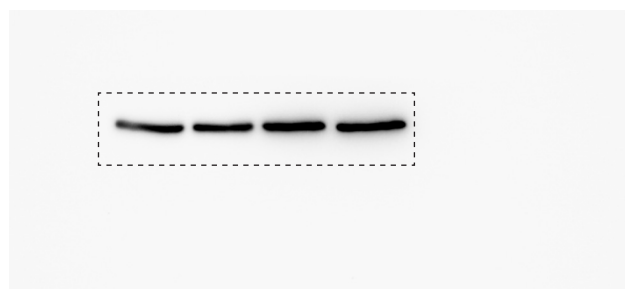

Actin- chemiluminescence

Full unedited gel for Supplemental Figure 3A

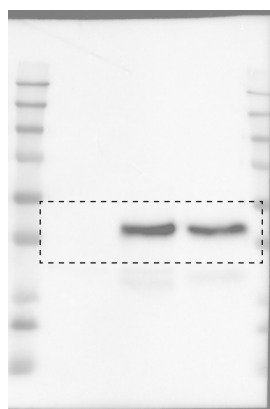

CDK4
composite

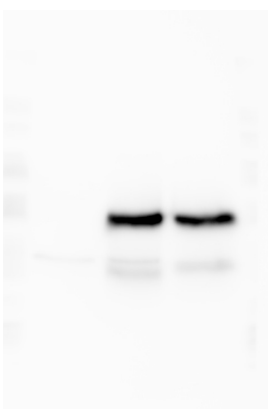

CDK4
chemiluminescent

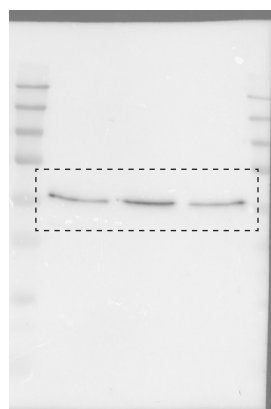

alpha tubulin
composite

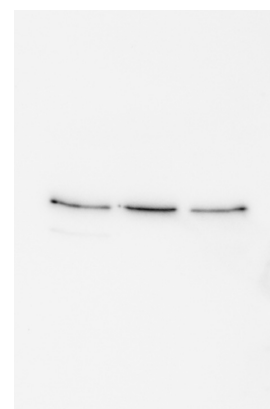

alpha tubulin
chemiluminescent

Full unedited gel for Supplemental Figure 7A

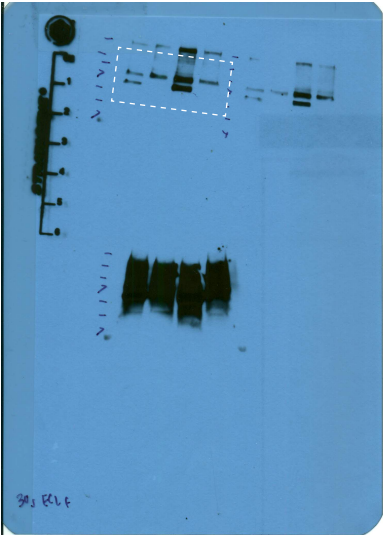

pFOXO1 S256
pAKT S473

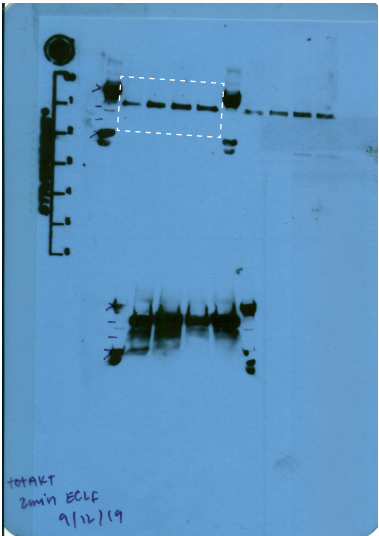

total AKT

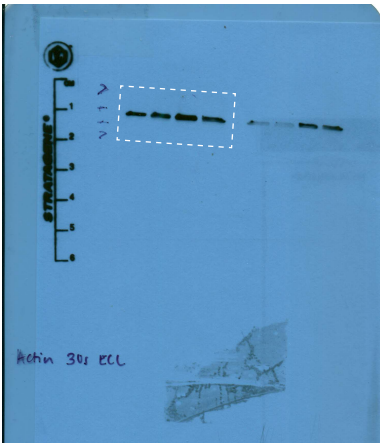

Actin

How the deposited data were processed for this re-analysis (not part of the article)

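RNA-Seq of whole islets from adult male mice was analysed in 8 libraries: 3 Control (*Irs2*+/+;*Cdk4*-WT/WT), 3 Diabetic (*Irs2*–/–;*Cdk4*-WT/WT) and 2 Rescue (*Irs2*–/–;*Cdk4*-R24C/R24C). According to the paper's Methods, the authors sequenced the islet RNA on an Illumina HiSeq, aligned it with STAR to mm10, counted reads with HTSeq and tested differences with edgeR, and the values used here are the deposited RPKM values of the authors, 1 per gene and library. The versions of these tools are not given in the sources used here. Whether the libraries of a genotype came from separate mice or from pools is not stated there, so every p-value measures only the spread between the libraries. The paper states that littermates from multiple litters served for the islet RNA-Seq, but the labels used here give no litter. The main fit has no term for litter.

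The RPKM values of genes with few reads fall on steps of 1 read, and these steps gave the number of reads in genes of each library, from 10.290 M reads (Diabetic 2) to 14.316 M (Control 1), with a median of 12.317 M. At least 287 genes with few reads lay behind the step of each library, and 100% of the 18126 genes above 0 had a solution in whole reads. The recovered reads were used for the depth of the libraries and for 1 alternative test. The count models that had been planned for the case of a deposit of read counts were not run, since the deposited unit is RPKM.

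Genes with at least 1 RPKM in at least 2 of the 8 libraries were kept (12594 of 24123). Their log2(RPKM + 1) values were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per genotype, empirical Bayes with a trend on expression level, 2-sided tests and Benjamini-Hochberg adjustment over all tested genes within each comparison. The comparisons were Diabetic minus Control, Rescue minus Diabetic and Rescue minus Control. SE is the standard error of limma's log2 difference, and ± is the SD of the RPKM values of a group. A gene counts as reversed when it is called in Diabetic against Control and called in the opposite direction in Rescue against Diabetic.

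Gene lists were tested with camera of limma with a preset correlation of 0.01 between genes, with the adjustment over all lists of at least 3 tested genes within a comparison, and again with a correlation estimated from the 8 libraries, which is hard to estimate with 2 or 3 libraries per group. With the estimated correlation no list passed an adjusted p of 0.05 in any of the 3 comparisons. The lists cover β cell identity, dedifferentiation markers, disallowed genes, the unfolded protein response, N-linked glycosylation, ER translocation, dense-core granules, S phase and mitosis, G1 regulators, insulin signalling, ChREBP targets, oxidative stress, antigen presentation, the circadian clock, ribosomal proteins, the respiratory chain, immediate early genes, heat shock, nuclear-retained RNAs, sex-linked genes, α, δ, PP, acinar, ductal and endothelial cells, fibroblasts, macrophages, lymphocytes and red blood cells, and 4 lists of Supplemental Table 2 (insulin secretion, protein glycosylation, response to ER stress, RNA splicing). The 4 lists of that table were chosen by the study on these samples, the nuclear-retained list was drawn partly from its cluster A with the values there in view, and the circadian list was written after the clock genes in Supplemental Table 1 had been seen. Adipocyte and Schwann cell lists had fewer than 3 tested genes, and of mitochondrially encoded genes 0 are in the matrix.

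Genes are named in the text when the paper names them, when they belong to a list that is reported, or when they have the largest changes or loadings, and the results of some single genes are not reported here. Their coordinates are from the GENCODE M21 annotation of GRCm38. Principal components were computed on the 12594 genes, centred and not scaled. The separation of genotypes was tested by PERMANOVA on Euclidean distances, with an exact p over all assignments of the 8 libraries. K-means used the 2000 most variable genes, 10 clusters, 50 starts and seed 1, and a cluster was given a pattern when the Diabetic mean differed by at least 0.5 from both other genotypes in the same direction. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.

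The main choices and 24 alternatives for each count of called genes were set before the deposited values were examined. By then the centred values of these libraries in Supplemental Table 1 had been seen. Among the alternatives were pseudocounts of 0.1 and 0.5, no filter and a filter on a mean RPKM of at least 5. Others were median-of-ratios, TMM and quantile scaling, leaving out each of the 8 libraries and fitting only the 2 groups compared. A block on the replicate number, array weights, robust empirical Bayes and 3 other thresholds were also used. The last were a covariate or a 2-level factor from the nuclear-retained list, which was drawn with that table in view. Another 3 were added after the values had been seen: limma voom on the recovered reads, the 5 libraries high on the nuclear-retained list, and a covariate from the lymphocyte list.

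The methods were tested on simulated values with the spread of these libraries, drawn independently for each gene. Correlation between genes was absent, so the shares of unchanged genes below do not cover correlated genes. In the 100 sets drawn with no effect that kept this correlation, the Diabetic against Control calls numbered 2480 at most (median 0). In Diabetic against Control, 66 of 100 genes simulated with a 2-fold change and 97 of 100 with a 4-fold change were recovered, and 4.65% of the calls were unchanged genes. For Rescue against Diabetic 52 and 96 of 100 were recovered and 2.63% of the calls were unchanged genes. A planted list had a camera adjusted p of 1.14e-17. Where no effect was planted, 0 other lists were called. Calls of other lists in the comparison that held the planted list are not reported here. K-means put 100% of the planted genes that it clustered into a cluster of their pattern. The exact permutation test gave p = 0.00357 with effects planted in Diabetic and in Rescue, p = 0.025 with Diabetic planted alone and p = 0.182 without. The sizes of the effects planted for these 2 checks, and the genes that entered the permutation test, are not given here. The 2 checks thus do not show how either method performs at 2-fold or 4-fold changes, or over all tested genes.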

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

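All the explanations tested here were tested after the result they concern had been seen, and each reading below is a hypothesis.

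*Irs2*, the gene removed in the Diabetic and Rescue mice, had a higher gene-level value in the libraries labelled Diabetic than in Control (log2 1.87), which the paper does not discuss.

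Immune cell RNA was higher in both Rescue libraries than in Control, in 7 of 7 lymphocyte genes and 11 of 12 macrophage genes (limma, all 8 libraries), and the paper's own table gives immune terms for its cluster D. Genotype alone is argued against, since the lymphocyte list ranged over 2.374 (log2) within the Diabetic libraries, against 2.903 between the Rescue and Diabetic means. Dilution of islet RNA alone would lower granule genes and β cell identity genes alike. Against Diabetic the granule median in Rescue lay 1.517 under that of identity genes (difference −1.517). This does not exclude dilution, since granule genes began higher in Diabetic than in Control (median 0.80) and identity genes lower (−0.43). Against Control their Rescue medians were −0.41 and −0.48, so dilution stays open. A candidate explanation is lymphoid tissue in the islet preparation, for which 6 of 9 genes of lymph node stroma, venules and follicles were at 1 RPKM or more in both Rescue libraries (*Cxcl13* 124.5 and 94.7, *Glycam1* 23.8 and 116, *Ccl19* 1.14 and 1.43 RPKM). At that level were also 5 of the 9 in Diabetic 1, with *Glycam1* at 48.8 RPKM above Rescue 1, 3 in Diabetic 2, 3 in Control 3 and 0 in Control 1, Control 4 and Diabetic 3. *Fcer2a*, *Cr2* and *Ccr7* among the 6 are lymphocyte genes too, *Ccl21a* was near 0 in every library, and immune cells within the islets would bring many of the same genes, so an infiltrate stays open and was not tested.

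S phase and mitosis genes were higher in Rescue than in Control in 26 of 29 genes. Lymphoid cells that cycle as in Diabetic replicates 1 and 2 are argued against, because those libraries carried a median of −0.1354% of the Rescue excess of these genes (quartiles −4.11 to 4.82) and 22.8% of that of lymphocyte genes (11.3 to 24.5). *Cdk4*-R24C acting in islet cells may raise these genes, and for 27 of 29 both Rescue libraries lay above the other 6. By the RNA values this cannot be told apart from lymphoid or stromal cells that themselves carry *Cdk4*-R24C, since every Rescue library has both. In pancreas sections the paper found a higher share of β cells labelled for BrdU or pHH3 in Rescue than in diabetic males. That staining is evidence on β cells and does not tell which cells carry the RNA measured here.

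Nuclear-retained RNAs differed between libraries of the same genotype, being high in Control 1, Control 3, Diabetic 1 and both Rescue libraries and low in Control 4, Diabetic 2 and Diabetic 3. Genotype is argued against by a range of 2.135 (log2) within a genotype against 1.455 at most between genotype means (exact permutation p = 0.375). Total reads are argued against by overlapping ranges and a difference of −0.047 M between the medians of the high and the low libraries. Measures that depend both on depth and on how the reads spread over genes did separate them. Median reads per gene that reached 1 RPKM in any library were 295, 199 and 231 in Control 4, Diabetic 2 and Diabetic 3. In the high libraries they were 304 to 356.5. Genes above 0 numbered 15310 to 15612 in the low and 15888 to 16475 in the high libraries. These measures did not follow total reads. Control 4, low on the list, had 13.444 M reads in genes and a median of 295. Rescue 1, high on it, had 11.028 M and a median of 308. They cannot separate depth from the spread of reads over genes. Handling of the islets before lysis may play a part: in 4 of 4 pairs of a high and a low library of a genotype the immediate early genes were higher in the high one. These pairs are not independent, since Control 4 is in each Control pair and Diabetic 1 in each Diabetic pair. Handling cannot be told apart from other differences between preparations, since no day or batch is given in the sources used here. There were 10 splits of the 6 Control and Diabetic libraries, too few for a share under 0.05. Of them 2 gave at least 500 calls, the real one (500) and 1 other (903). The other was the split into exactly these high and low libraries, a structure of the samples. With these sets fitted as a factor, 252 genes were higher and 377 lower in Diabetic.

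Other results the paper does not report, all in Rescue against Control with limma, follow. Higher were 16 of 16 β cell disallowed genes (median log2 1.94), 17 of 18 antigen presentation and interferon genes (median 1.55), 76 of 80 cytosolic ribosomal proteins (median 1.03), 9 of 17 immediate early genes (median 1.71) and 7 of 11 genes of fibroblasts and pericytes (median 1.34). Many of the disallowed genes are expressed in immune and stromal cells, so these calls do not show a change within β cells. Lower were 3 of 5 δ cell genes (*Ghsr*, *Rbp4* and *Sst*) and 2 of 3 PP cell genes (*Ppy* and *Pyy*). Of these, *Ghsr* was not called without Rescue 1 (log2 −0.92). Without Rescue 1 the calls became 3 of 11 fibroblast, 5 of 17 immediate early, 2 of 7 lymphocyte and 17 of 29 S phase genes, and the immediate early calls became 1 without Rescue 2 and 5 without Control 4.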

How the results depend on the processing

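The settings named as added (the 5 libraries high on the nuclear-retained list, the lymphocyte covariate and voom) were chosen after the values had been seen. Counts are given as higher and lower in Diabetic against Control (193 and 307 in the reported fit), Rescue against Diabetic (3022 and 730) and Rescue against Control (2268 and 690), where they moved by more than 1.5 times. For those that did not hold, the cause was not tested. Of the alternative values of these and the other main results 188 were the same and 109 moved. For lists and named genes 2248 and 10300 were the same, 213 and 1277 weaker, 70 and 298 stronger, and 13 and 16 changed direction. The lymphocyte covariate runs nearly parallel to the Rescue genotype, so its fit leaves little of the Rescue effect to test.

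Filter and transformation: with no filter 114 genes were higher in Diabetic. With a mean RPKM of at least 5 the Rescue against Diabetic count was 1250 higher, that against Control 763 and 397, and the correlation of the 2 comparisons (−0.09 as reported) −0.19. With a pseudocount of 0.1 this correlation was 0.0074 and 5 K-means clusters had a pattern, against 3.

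Scaling: median-of-ratios gave 394 and 193 in Diabetic against Control, 1724 lower in Rescue than Diabetic and 1317 lower than Control. TMM gave 432 higher in Diabetic, 1552 lower in Rescue than Diabetic and 1141 lower than Control. Quantile normalization gave 308 and 190, 1805 and 2365, and 2483 lower in Rescue than Control, and the log2 difference of *Scg2* there became 0.23.

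Leaving out 1 library, lowest to highest: Diabetic against Control 10 to 656 higher and 8 to 481 lower, Rescue against Diabetic 753 to 3714 and 104 to 1457, Rescue against Control 983 to 2357 and 105 to 1665, reversed genes (222) 10 to 359, the correlation −0.21 to −0.04 (−0.035), PC1 46.5% to 63.2% and PC2 12.9% to 29.5%. In Rescue against Control the medians of the respiratory chain list ran from 0.12 (without Rescue 1) to 0.41, of the study's ER stress list from −0.55 to 0.10 (without Rescue 1) and of the acinar list from −1.29 to 0.22 (without Rescue 2).

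Model: with only the 2 groups compared the counts were 298 and 465, 1985 and 289, and 441 lower in Rescue than Control. With the replicate block, as if replicates of 1 number were paired, they were 27 and 22 in Diabetic against Control and 1199 and 114 in Rescue against Control, with 33 reversed genes and a correlation of −0.15. The residuals of libraries of the same number had correlations of 0.33, 0.37, 0.08, 0.07 and −0.26, which leaves open whether the numbers pair the samples. The paper used littermates of multiple litters, and the labels do not tell which libraries share a litter. The nuclear-retained covariate gave 1811 and 426 for Rescue against Diabetic and a median of 0.16 for the splicing list there, of the same sign as reported, with camera's direction reversed. Array weights gave 1867 and 4848, 1775 reversed genes and a correlation of −0.27. Voom (added) gave a correlation of 0.12.

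Thresholds: at an adjusted p under 0.1 and 2-fold, 162 lower in Diabetic, 1540 and 293, and 1485 and 205. At an adjusted p under 0.05 and 2-fold, 126 and 123, 1441 and 275, and 1458 and 188. At an unadjusted p under 0.05, 997 and 1942, 1273 lower in Rescue than Diabetic and 1577 lower than Control. Of 64 list calls with camera, 0 were made with the estimated correlation. Fry made 41 calls, 37 of them among the 64 and 4 that camera did not make. PC1 held 67.2% with the 2000 most variable genes and 40.4% with genes scaled to unit variance.

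The 5 libraries (added): 35 lower in Diabetic, 944 and 153 for Rescue against Diabetic, 251 lower in Rescue than Control, 66 reversed genes and an S phase median of −0.032 in Diabetic against Control.

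Lymphocyte covariate (added): 16 and 15, 9 and 27, and 0 and 0 in Rescue against Control (limma, 740 and 616 at an unadjusted p under 0.05 in this fit), with 5 reversed genes. Differences turned to −0.079 (*Pou2af1*), −0.67 (*Coro1a*), −0.11 (*Rac2*) and −0.94 (*Ms4a1*) in Rescue against Diabetic, and to −2.14 (*Jchain*), −1.11 (*Glycam1*), −2.44 (*Cd79b*), −4.06 (*Cxcl13*), −2.35 (*Ly6d*), −0.39 (*Myc*), −0.19 (*Scd1*), 0.97 (*Scd2*), 0.34 (*Nqo1*), −0.15 (*Bhlhe40*) and −1.06 (*Ms4a1*) in Rescue against Control. List medians turned to −0.27 (immediate early), −0.73 (lymphocytes) and −0.16 (splicing) against Diabetic, and to −0.15 (immediate early), −2.12 (nuclear-retained) and −1.02 (splicing) against Control. For β cell identity camera's direction reversed while the medians, 0.18 and −0.24, kept their signs.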

Differences from the paper's values

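The set of 5 libraries, the lymphocyte covariate and voom on recovered reads were chosen after the values had been seen. The other settings were chosen before the deposited values were examined, with the study's table of these libraries already seen. The nuclear-retained list behind 2 of them was drawn in part from that table. The paper's text gives no threshold for RNA-Seq, only a general P < 0.05, and its counts come from another tool (edgeR) and from read counts.

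The paper counts 566 genes up in diabetic islets against controls, and the values here gave 193. Of 24 alternatives, 3 came within 1.5 times of the paper's count (median-of-ratios scaling 394, TMM 432, without Diabetic 3 656) and 21 lay outside, over a range of 10 to 1867. Among the added settings the 5 libraries gave 158, the lymphocyte covariate 16 and voom 174.

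For Rescue against Diabetic the paper counts 1,064 genes up and the values here gave 3022. Within 1.5 times were 4 of 24 alternatives (a mean RPKM of at least 5 1250, without Rescue 1 753, and 2-fold thresholds with an adjusted p under 0.1 or 0.05 1540 and 1441), over a range of 753 to 4207, and the added settings gave 944 (5 libraries), 9 (lymphocyte covariate) and 3208 (voom). The paper counts 1,115 genes down and the values here gave 730, with 3 of 24 alternatives within 1.5 times (TMM 1552, without Rescue 2 1457, unadjusted p under 0.05 1273) over a range of 104 to 2365, and 153, 27 and 663 with the added settings.

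The paper's text names *Nkx6-1*, *Pfkfb2* and *Glrx* among genes lost in diabetic islets and partly regained, and Supplemental Table 2 lists *Nr1d1* with them. They were lower in Diabetic and higher in Rescue by their means, and limma called none of the 4 in Diabetic against Control (adjusted p 0.0558 to 0.307). *Nr1d1* was called there without Diabetic 1 (log2 −1.40, adjusted p = 0.0370, limma), and *Nkx6-1* without either Rescue library (log2 −1.14). The other 6 of the 10 insulin secretion genes of Supplemental Table 2 were called lower there, and all 10 had the paper's direction in both comparisons. None of the 10 insulin secretion genes was called in Rescue against Diabetic (limma, 4 at an unadjusted p under 0.05), while 1 to 4 of them were called without Control 4 (1), Rescue 2 (1), Diabetic 1 (3) or Diabetic 3 (4).

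The paper describes PC1 as dominated by RNA processing genes. Here the splicing list ranked above every random list on PC1. Among the genes with the largest loadings were those of B cells, plasma cells and lymphoid tissue, besides *C3* and the macrophage gene *Lyz2*.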

Other observations

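The mRNA of *Aldh1a3*, the aldehyde dehydrogenase that marks failing β cells (chromosome 7, 66390890 to 66427517 of GRCm38), was 0.968 ± 0.668 RPKM in Control, 16.5 ± 7.79 in Diabetic (n = 3 each) and 3.04 ± 1.57 in Rescue (n = 2). It rose by 3.09 on the log2 scale in Diabetic (SE 0.41, adjusted p = 0.0137, limma) and fell by 2.05 in Rescue (SE 0.46, adjusted p = 0.0125, limma). The Control call was absent without Control 3 (adjusted p = 0.0679), Control 4 (0.0520) or Diabetic 2 (0.0759), and the Rescue call without Rescue 1 (0.123). The paper's ALDH1A3 staining was strong in Diabetic β cells and corrected in Rescue, so under the labels as given the mRNA runs in the same direction. *Foxo1*, the forkhead factor that leaves the nucleus under insulin signalling, was 13.1 ± 1.12, 9.98 ± 0.398 and 16.9 ± 2.09 RPKM, with a log2 difference of 0.70 in Rescue against Diabetic (SE 0.14, adjusted p = 0.00795, limma, and 0.0599 without Rescue 1). *Pdx1*, the pancreatic homeobox factor whose protein the paper found reduced in Diabetic islets and restored in Rescue, was 97.0 ± 28.3, 69.7 ± 8.32 and 60.8 ± 9.62 RPKM and was not called (limma adjusted p = 0.291 for Diabetic against Control and 0.577 for Rescue against Diabetic).

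*Neurog3*, the factor of endocrine precursors, was 3.11 ± 0.590, 1.71 ± 0.373 and 0.714 ± 0.103 RPKM, lower in Rescue than in Control by a log2 difference of −1.25 (adjusted p = 0.00174, limma). Of 8 dedifferentiation and precursor genes, *Aldh1a3* and *Gast* were called higher in Diabetic than in Control (5 higher and 1 lower adjusted over the list alone, median 1.23, camera adjusted p = 0.000902, and adjusted p = 0.334 with an estimated correlation). Rescue against Diabetic had *Aldh1a3*, *Gast* and *Neurog3* called lower and *Cd81*, *Myc* and *Vim* higher (5 and 3 over the list alone, median −0.89, adjusted p = 0.0557, and 0.472 with an estimated correlation). As a list they were called there without Control 4 (0.0479), Diabetic 3 (0.0146) or Rescue 1 (0.0233). Absent calls were *Gast* without Control 3 (0.0571) or Diabetic 2 (0.0652) in Diabetic against Control, and *Neurog3* without Control 1 (0.0538), Diabetic 1 (0.0554), Diabetic 3 (0.0551), Rescue 1 (0.171) or Rescue 2 (0.0681), *Cd81* without Control 1 (0.0697), Control 3 (0.0732), Control 4 (0.0710), Diabetic 2 (0.150), Diabetic 3 (0.118), Rescue 1 (0.177) or Rescue 2 (0.0653), *Myc* without Rescue 1 (0.0527) or Rescue 2 (0.0671) and *Vim* without Rescue 1 (0.0577) in Rescue against Diabetic.

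Endocrine genes outside β cells moved too. *Sst*, the δ cell hormone, was 803 ± 90.2 RPKM in Diabetic and 407 ± 140 in Rescue, lower in Rescue than in Control by a log2 difference of −3.16 (SE 0.26, adjusted p = 0.000331, limma). *Ppy*, the hormone of PP cells, was lower in Diabetic (log2 −1.70, adjusted p = 0.0316, limma) and in Rescue (−3.65 against Control, SE 0.37, adjusted p = 0.000455, limma). The Diabetic call was absent without Control 1 (0.110), Control 3 (0.113), Control 4 (0.0774) or Diabetic 2 (0.119). In Diabetic against Control limma also called *Etv1* of the PP list higher, *Ghsr* and *Sst* lower and, of 9 α genes, only *Slc38a5*, higher. The *Etv1* and *Ghsr* calls were absent without single libraries, Diabetic 2 among them (0.166 and 0.164). Camera called none of the α, δ and PP lists there (adjusted p = 0.208, 0.0739 and 0.677). It called the α list without Diabetic 1 (0.0173) and the δ list without Diabetic 2 (0.0334). *Gcg*, the α cell hormone glucagon, had log2 differences of 0.26 in Diabetic against Control and −1.11 in Rescue against Diabetic and was not called (adjusted p = 0.687 and 0.0792). Between Rescue and Diabetic 3 of 9 α cell genes, 3 of 5 δ cell genes and 3 of 3 PP cell genes were called lower (4, 3 and 3 over the lists alone, and *Hhex* of the δ list higher), with medians of −0.60, −1.02 and −1.19 (camera adjusted p = 9.69e-06, 0.00808 and 0.000668, and 0.218 each with an estimated correlation). Among these, not called were *Sst* without Diabetic 2 (0.0618) or Rescue 2 (0.0908), *Ppy* without Rescue 1 (0.0731), *Etv1* without Diabetic 2 (0.0743) or Rescue 1 (0.196), *Hhex* without Diabetic 2 (0.0520), Rescue 1 (0.0731) or Rescue 2 (0.0630) and *Gc* without Rescue 1 (0.0958).

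*Dbp* and *Tef*, clock output factors of the PAR bZIP family, were 12.5 ± 4.30 and 11.2 ± 0.150 RPKM in Control, 3.57 ± 1.30 and 4.00 ± 1.51 in Diabetic and 11.9 ± 4.04 and 8.41 ± 0.592 in Rescue. Of 16 circadian genes *Ciart*, *Dbp* and *Tef* were called lower in Diabetic than in Control (7 adjusted over the list alone, median −0.65, camera adjusted p = 0.0445, and adjusted p = 0.542 with an estimated correlation), and *Bhlhe40*, *Dbp* and *Tef* higher in Rescue than in Diabetic (3 over the list alone, adjusted p = 0.766, and 0.889 with an estimated correlation). The list was written after clock genes had been seen in Supplemental Table 1. The Control calls of *Dbp* and *Tef* were absent without any 1 of Control 1 (adjusted p = 0.0755 and 0.0773), Control 3 (0.0858 and 0.0946), Control 4 (0.0779 and 0.0700) or Diabetic 2 (0.140 and 0.0526). The Rescue call of *Dbp* was absent without Rescue 1 (0.108), and that of *Tef* without Rescue 1 (0.101) or Rescue 2 (0.0823). Also absent were the calls of *Ciart* without Control 1 (0.0667), Control 3 (0.109), Control 4 (0.0774) or Diabetic 2 (0.134) and of *Bhlhe40* without Diabetic 2 (0.0651), Rescue 1 (0.0599) or Rescue 2 (0.120). The camera call was absent without Control 3 (0.0764), Control 4 (0.0640), Diabetic 3 (0.0529), Rescue 1 (0.126) or Rescue 2 (0.126).

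*Ldha*, lactate dehydrogenase, which mature β cells keep off, was 2.30 ± 0.130 RPKM in Control, 6.13 ± 2.29 in Diabetic and 36.0 ± 2.91 in Rescue (log2 2.43 against Diabetic, adjusted p = 0.00121, limma). All 16 disallowed genes were called higher in Rescue than in Diabetic (16 over the list alone, median 1.69, camera adjusted p = 1.66e-08, and 0.222 with an estimated correlation), and *Ldha* and *Oat* in Diabetic against Control. Without Rescue 1 the 16 became 9, and in Diabetic against Control *Ldha* without Control 1 (0.145), Control 3 (0.157), Control 4 (0.106), Diabetic 1 (0.0915), Diabetic 2 (0.191), Rescue 1 (0.0514) or Rescue 2 (0.0515) and *Oat* without Control 1 (0.0512), Control 3 (0.0677), Control 4 (0.0557) or Diabetic 2 (0.0763) was not called. Many of these genes are expressed in immune and stromal cells. Of 18 antigen presentation and interferon genes, 16 were called higher in Rescue than in Diabetic (18 over the list alone), among them *B2m* at 76.1 ± 14.4 RPKM in Control, 170 ± 77.6 in Diabetic and 807 ± 64.2 in Rescue. Of 19 G1 regulators, 9, among them *Ccnd3*, *Cdk6* and *Cdkn2a*, were called higher in Rescue than in Diabetic and *Ccnd1* lower (10 and 1 over the list alone, camera adjusted p = 0.0454, and 0.218 with an estimated correlation). The 9 became 1 without Rescue 1, *Ccnd1* without Diabetic 2 (0.0708) or Rescue 1 (0.0985) and *Ccnd3* without Diabetic 2 (0.0507) or Rescue 1 (0.0815) was not called, and the camera call was absent without Diabetic 1 (0.158), Rescue 1 (0.0905) or Rescue 2 (0.113).

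Of 16 genes of insulin signalling and the FOXO1 axis, *Igf1r* and *Irs2* were higher and *Akt1* lower in Diabetic than in Control, and *Akt1*, *Crebbp*, *Foxo1* and *Kat2a* higher and *Igf1r* and *Irs2* lower in Rescue than in Diabetic. Calls were absent in Diabetic against Control for *Igf1r* without Control 1 (0.122), Control 3 (0.134), Control 4 (0.0835), Diabetic 1 (0.0753) or Diabetic 2 (0.167) and *Akt1* without Control 1 (0.141), Control 3 (0.160), Control 4 (0.100), Diabetic 1 (0.0820) or Diabetic 2 (0.195), and in Rescue against Diabetic for *Akt1* without Control 1 (0.0521), Control 3 (0.0551), Diabetic 2 (0.0992) or Rescue 1 (0.0790), *Crebbp* without Control 3 (0.0528), Diabetic 2 (0.103), Diabetic 3 (0.0626) or Rescue 1 (0.206), *Kat2a* without Diabetic 2 (0.0812) or Rescue 1 (0.0767) and *Igf1r* without Control 1 (0.0586), Control 3 (0.0627), Control 4 (0.0514), Diabetic 1 (0.0710), Diabetic 2 (0.121), Rescue 1 (0.150) or Rescue 2 (0.0893). Those of *Irs2* also depended on single libraries.

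The remaining lists in Diabetic against Control and in Rescue against Diabetic were as follows, by limma calls over all genes. Of 15 ChREBP and lipogenic genes 0 were called in Diabetic, and *Scd1* and *Tkt* were higher and *Fasn* and *Gpd1* lower in Rescue. Among 12 oxidative stress genes *Gpx3* was higher and *Nqo1* lower in Diabetic, and *Gpx1* higher and *Gpx3* and *Srxn1* lower in Rescue. Of 88 respiratory chain genes *Ndufa1* was among those called higher and *Cox6a2* among those called lower in Diabetic, and 13 were higher and 1 lower in Rescue. *Nr4a2* of 17 immediate early genes was higher in Diabetic, and 8 were higher in Rescue. *Bag3* of 10 heat shock genes was higher in Diabetic and lower in Rescue. Ductal genes were lower in Rescue (4 of 5), endothelial genes higher (4 of 12), and *Col1a2* and *Dcn* of 11 fibroblast genes higher. None of the 3 red blood cell and 4 sex-linked genes was called in either comparison. Single calls in Diabetic against Control were absent for *Gpx3* without Control 1 (0.0668), Control 3 (0.0849), Control 4 (0.0578) or Diabetic 2 (0.101), *Nqo1* without Control 1 (0.107), Control 3 (0.0643), Control 4 (0.0817), Diabetic 1 (0.0669) or Diabetic 2 (0.140), *Ndufa1* without Control 1 (0.0667), Control 3 (0.0861), Control 4 (0.0595), Diabetic 1 (0.0506) or Diabetic 2 (0.106), *Cox6a2* without Control 1 (0.0617), Control 3 (0.0849), Control 4 (0.0615) or Diabetic 2 (0.0938), *Nr4a2* without Control 1 (0.0667), Control 3 (0.107), Control 4 (0.0805), Diabetic 1 (0.0594) or Diabetic 2 (0.117) and *Bag3* without Control 3 (0.0614) or Diabetic 2 (0.0678). In Rescue against Diabetic they were absent for *Scd1* without Rescue 1 (0.0693) or Rescue 2 (0.0662), *Tkt* without Rescue 1 (0.0799), *Fasn* without Control 1 (0.0605), Control 3 (0.0648), Control 4 (0.0523), Diabetic 2 (0.109), Diabetic 3 (0.0944) or Rescue 1 (0.193), *Gpx1* without Rescue 1 (0.0748) and *Col1a2* without Diabetic 3 (0.0536), Rescue 1 (0.104) or Rescue 2 (0.0789) and for *Dcn* without Rescue 1. Without Rescue 1 the calls became 0 of the 13 respiratory chain genes, 4 of the 8 immediate early genes, 1 of the 4 ductal genes and 0 of the 4 endothelial genes. Other libraries moved the 13 to 7 (Control 1, Control 3, Diabetic 3), 8 (Control 4), 4 (Diabetic 2) and 37 (Rescue 2), the 8 to 5 (Control 1), 4 (Diabetic 2, Diabetic 3) and 1 (Rescue 2), and the 4 endothelial genes to 2 (Diabetic 3, Rescue 2).

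In Diabetic against Control limma called 0 genes of the fibroblast, endothelial, macrophage, lymphocyte, antigen presentation and S phase lists (8, 5, 2, 0, 4 and 1 at an unadjusted p under 0.05, and 8, 4, 1, 0, 0 and 0 adjusted over the list alone), while camera called each list higher in Diabetic. Their medians were 0.76, 0.31, 1.04, 0.90, 0.30 and 0.10, with camera adjusted p = 9.03e-06, 0.000902, 0.000902, 0.00157, 0.00278 and 0.00604, and adjusted p = 0.262, 0.421, 0.493, 0.421, 0.494 and 0.673 with an estimated correlation. Without Diabetic 3 limma called 5 antigen presentation, 7 macrophage, 5 lymphocyte and 1 fibroblast genes, without Control 4 2 fibroblast genes, and without Rescue 1 or without Rescue 2 1 endothelial and 1 S phase gene. The S phase camera call was absent without Control 3 (0.0588) or Diabetic 3 (0.205). Ductal genes were not called as a list there (adjusted p = 0.0566, and 0.462 with an estimated correlation).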
